# Single-Cell Sequencing Reveals Differential Cell Types in Skin Tissues of Liaoning Cashmere Goats and Key Genes Related Potentially to the Fineness of Cashmere Fiber

**DOI:** 10.3389/fgene.2021.726670

**Published:** 2021-11-10

**Authors:** Zeying Wang, Yanru Wang, Taiyu Hui, Rui Chen, Yanan Xu, Yu Zhang, He Tian, Wei Wang, Yuyan Cong, Suping Guo, Yanxu Zhu, Xinghui Zhang, Dan Guo, Man Bai, Yixing Fan, Chang Yue, Zhixian Bai, Jiaming Sun, Weidong Cai, Xinjiang Zhang, Ming Gu, Yuting Qin, Yinggang Sun, Yanzhi Wu, Rina Wu, Xingtang Dou, Wenlin Bai, Yuanyuan Zheng

**Keywords:** 10 × Genomics single-cell sequencing, cashmere fineness, SDPCs, *COL1A1*, *ACTA2*, *CXCL8*

## Abstract

Cashmere fineness is one of the important factors determining cashmere quality; however, our understanding of the regulation of cashmere fineness at the cellular level is limited. Here, we used single-cell RNA sequencing and computational models to identify 13 skin cell types in Liaoning cashmere goats. We also analyzed the molecular changes in the development process by cell trajectory analysis and revealed the maturation process in the gene expression profile in Liaoning cashmere goats. Weighted gene co-expression network analysis explored hub genes in cell clusters related to cashmere formation. Secondary hair follicle dermal papilla cells (SDPCs) play an important role in the growth and density of cashmere. *ACTA2*, a marker gene of SDPCs, was selected for immunofluorescence (IF) and Western blot (WB) verification. Our results indicate that ACTA2 is mainly expressed in SDPCs, and WB results show different expression levels. *COL1A1* is a highly expressed gene in SDPCs, which was verified by IF and WB. We then selected *CXCL8* of SDPCs to verify and prove the differential expression in the coarse and fine types of Liaoning cashmere goats. Therefore, the *CXCL8* gene may regulate cashmere fineness. These genes may be involved in regulating the fineness of cashmere in goat SDPCs; our research provides new insights into the mechanism of cashmere growth and fineness regulation by cells.

## Introduction

Cashmere goats are a species with high economic value. Cashmere has a certain position in the international market, and their quality meets the requirements. Among them, the value of cashmere is the most important. Cashmere includes two parts, the primary and secondary hair follicles, and the growth of cashmere is regulated by secondary hair follicles and is the main source of cashmere (Bai et al., 2018). Cashmere is the unmedullated villous fiber growing from the secondary hair follicles of goat skin, which resides in the underlayer of the coat. The secondary hair follicles of cashmere goats show regular periodic growth, which generally goes through three stages: growth, regressive, and resting.

The growth cycle of secondary hair follicles of cashmere goats is mainly affected by the length of light, temperature, feeding conditions, and breed; as a result, it presents seasonal changes (Wang et al., 2017). Although the output of cashmere is high, the overall trend of cashmere is coarse, affecting the formation of textile crafts.

We detect genetics and backgrounds that affect cashmere fineness from different aspects. Liu et al. detect candidate genes that are closely related to cashmere fineness in Inner Mongolia cashmere goats by genome-wide association analysis (Liu et al., 2012). *KAP* and its family are an important element that is shown to regulate the fineness of cashmere (Jin et al., 2017). To find a more reliable internal genetic background that determines the fineness of cashmere, we use the most advanced single-cell RNA-seq, a technique for observing gene expression at the single-cell level (Gong et al., 2018). Single-cell sequencing enables more precise selection of key genes involved in cashmere fineness in secondary hair follicle dermal papilla cells (SDPCs). Through this, we can determine the true nature of certain specific genes that can be expressed in secondary hair follicle cells. The latest single-cell RNA sequencing (scRNA-seq) is able to identify a large number of cells (Buenrostro et al., 2018; Pace et al., 2018; Pandey et al., 2018; Shah et al., 2018). In mice, small intestine single-cell sequencing was used to obtain helper cell types that support intestinal stem cells to produce mature epithelial cell types (Biton et al., 2018). Similarly, single-cell transcriptomic analysis reveals heterogeneous differentiation and spatial characteristics of mouse epidermis and hair follicles (Joost et al., 2016). Furthermore, to determine the differences in oocyte maturation at different stages, transcriptome sequencing of single cells was compared with oocyte maturation gene expression in children and female goats to screen and verify genes related to oocyte maturation (Yin et al., 2017). However, research on regulating the fineness of cashmere at the cellular level is still scarce.

Herein, the purpose of this study was to investigate cell-/tissue-specific transcriptional profiles. Therefore, the cells of cashmere goat skin were sequenced using single-cell sequencing technology to systematically analyze the cell heterogeneity in tissue-stable epidermal cells. We employed cell trajectory analysis to reveal molecular changes during development, and used immunofluorescence (IF) and Western blot (WB) to verify new key genes that may be a turning point in regulating the fineness of cashmere. Through deep research and analysis of cashmere skin cells, more gene information can be obtained to screen the genes related to cashmere fiber fineness more clearly and accurately so as to improve the quality of cashmere, increase the economic benefit, and lay the foundation for the future research on cashmere fiber fineness correlation. Our original data is in the GEO database, and the GSE accession ID is GSE182474.

## Results and Analyses

### Single-Cell Sequencing Identifies 13 Distinct Cell Populations in Goat Skin

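Skin from 2 Liaoning cashmere goats, 1 of the coarse type (CT-LCG) and 1 of the fine type (FT-LCG), was dissociated into single cells, and 1 library per goat was made with the 10x Genomics Chromium single-cell kit. In this assay each droplet carries a barcode that stands for a cell, and each captured RNA molecule carries a unique molecular identifier (UMI), so that amplified copies of a molecule are counted once. The authors made a matrix of UMI counts per gene and barcode with Cell Ranger and deposited it without normalization. The genome build and the annotation are not given in the sources used here. A deposited table names the library of each cell the authors kept, and the fibre type of each cell was taken from it, because the sample labels do not say which goat is of which type. The kept cells held 27890472 UMIs in CT-LCG and 85400323 in FT-LCG. The median cell had 2314 UMIs and 1112 genes in CT-LCG, and 6121.5 UMIs and 1873 genes in FT-LCG. With 1 library per fibre type, a difference between CT-LCG and FT-LCG has no replicate check, and no test was run and no p-value is given. Levels of a gene are given as UMIs per 10000 UMIs, summed over the cells of a cluster in 1 library, with exact Poisson 95% intervals. Shares of cells are given with exact binomial (Clopper-Pearson) 95% intervals. Both kinds of interval cover counting error only, not differences between goats or between library preparations. Clusters with fewer than 20 cells in either library were not ranked, and ranks use the mean of both libraries with equal weight, so that the larger FT-LCG library does not decide them.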

To better define the cell types in Liaoning cashmere goat skin, we performed a scRNA-seq analysis in the coarse (CT-LCG) and fine (FT-LCG) types of Liaoning cashmere goat skin in their secondary hair follicle stage of prime growth. For every type of goat, we obtained 551,655,085 and 556,307,136 reads. The sequencing saturation rates were 76.9 and 68.3%, respectively, (Figure 1A). 

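The deposited matrix holds 6102 barcodes for CT-LCG and 11197 for FT-LCG. The authors' table of kept cells lists 3443 of them in CT-LCG (56.4%) and 9608 in FT-LCG (85.8%). Every kept cell had at least 501 genes with a UMI and every other barcode had at most 500, so the list is that of a limit of more than 500 genes. The other barcodes had a median of 716 UMIs in CT-LCG and 607 in FT-LCG. None of the 37 mitochondrial genes in the reference table of goat genes is among the features of the matrix, so a limit on mitochondrial UMIs was not analysed here. A limit of at least 1000 genes would leave 1824 cells in CT-LCG and 6495 in FT-LCG.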

We separated and sequenced 6,102 and 11,197 cells, following strict quality control; 3,443 and 9,608 cells remained for downstream analysis in CT-LCG and FT-LCG.

**FIGURE 1:**
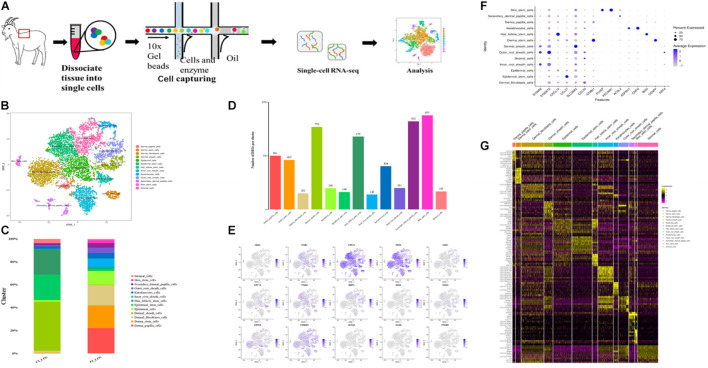
Identification of cashmere goat skin cell types. **(A)** Schematic representation of cashmere goat skin tissue preparation for single-cell transcriptome analysis. **(B)** t-SNE clustering of cells based on expression levels of genes. Each color represents a class of cells. **(C)** Graph showing percentage of each cluster in two samples. **(D)** Number of DEGs in each cluster. **(E)** t-SNE plots of marker genes expression value in per cluster. **(F)** Highly expressed genes in every cell type. **(G)** Heat map of the top 10 specific marker genes.

We first defined the different cell populations in cashmere goat skin, using the analysis of unsupervised clustering and *t-*distributed stochastic neighbor embedding dimension reduction (t-SNE). After standard quality control excluded cells including gene check <500 and mitochondrial gene coverage >10%, samples underwent detailed clustering analysis by Seurat workflow to define 13 distinct populations (Figure 1B). 

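The kept cells were clustered again from the counts, after the steps the paper names: log-normalization to 10000 UMIs per cell, principal component analysis with the first 10 components, correction for the library by the Harmony algorithm and clustering on a shared nearest neighbour graph. The 2000 most variable genes were used without the 152 genes the paper names, so that the levels of those genes do not define the clusters they are compared in. The paper does not state a resolution in its text. The lowest resolution in steps of 0.1 that gave at least 13 clusters was 0.4, and it gave 14 clusters of 22 to 3165 cells. Because the paper's own cell assignments were not used here, each of its 13 clusters was matched to 1 cluster by the 10 genes and levels of Table 1, with the least total distance over all pairs. The distance is the mean absolute log2 ratio of the levels, each with 1 added. The matches were closest for the paper's Cluster 12 (distance 0.0306) and for its SDPCs, Cluster 11 (0.0772), and the latter matched a fibroblast-like cluster of 104 CT-LCG and 140 FT-LCG cells. For 7 of the 13 clusters the matched cluster was also the nearest. For its DPCs, Cluster 10, it was not: the one-to-one rule left a T cell-like cluster at a distance of 1.14, while the nearest was a cycling cluster at 0.538. With the resolution raised to 0.7, which gave 16 clusters, Cluster 10 matched its nearest cluster at 0.0946, a hair cortex or matrix-like cluster of 75 CT-LCG and 301 FT-LCG cells. The 2 resolutions thus match DPCs to different cells. Without Harmony, Cluster 0 matched a cluster of 22 CT-LCG and 1990 FT-LCG cells at 0.0240 in place of 0.425, Cluster 3 one of 1360 and 102 cells at 0.110 in place of 0.899, and Cluster 11 was at 0.0113, while 9 of the 13 clusters were further from their match than with Harmony. The total distance was 6.58, with 7.28 without Harmony and 4.23, the least of the settings run, at 0.7.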

The average expression profile of the two samples is highly correlated, and the number of cells in each type is shown in Figure 1C. 

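Over the 20228 genes with a UMI in the kept cells, the average profiles of CT-LCG and FT-LCG had a Pearson r of 0.965 and a Spearman rho of 0.962 on the scale of log(1 + UMIs per 10000). These are correlations across genes, which are not independent replicates. The scale moved r most: on linear UMIs per 10000 it was 0.889. Over the 9947 genes with at least 100 UMIs in each library r was 0.957, and with clusters weighted equally it was 0.965.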

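In CT-LCG, the cluster matched to dermal sheath cells, which is mast cell-like by its genes, held 1.92% of cells (95% interval 1.49 to 2.43%), against 0.364% in FT-LCG (0.254 to 0.506%). That match had the largest distance of all, 1.46, while the nearest cluster was at 0.539. At the resolution of 0.7 dermal sheath cells matched an unnamed cluster led by TRPV3, which went the other way. It held 10.8% of CT-LCG and 14.5% of FT-LCG. The basal epidermal-like cluster matched to epidermal stem cells held 12.0% of CT-LCG (10.9 to 13.1%) and 19.6% of FT-LCG (18.8 to 20.4%). The outer root sheath or bulge-like cluster matched to hair follicle stem cells held 3.54% and 6.39%. Of the 4 types named for FT-LCG, the cluster matched to DPCs, which is T cell-like, held 0.489% of FT-LCG and 1.54% of CT-LCG. At the resolution of 0.7, the hair cortex or matrix-like cluster, a closer match to DPCs, held 3.13% (2.79 to 3.50%) of FT-LCG and 2.18% (1.72 to 2.72%) of CT-LCG, the direction named in the paper. The cycling cluster matched to dermal stem cells held 6.78% of FT-LCG and 6.27% of CT-LCG, with overlapping intervals. The unnamed cluster matched to dermal fibroblast cells held 14.6% and 11.0%, and the macrophage or dendritic-like cluster matched to epidermal cells 1.19% and 1.02%, again with overlapping intervals. In 4 of these 7 types the matched cluster was larger in the library the paper names. The count changed most with 20 principal components and with another random seed, to 2 of 7 each. At the resolution of 0.7 it was 3 of 7.

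**Figure D1:**
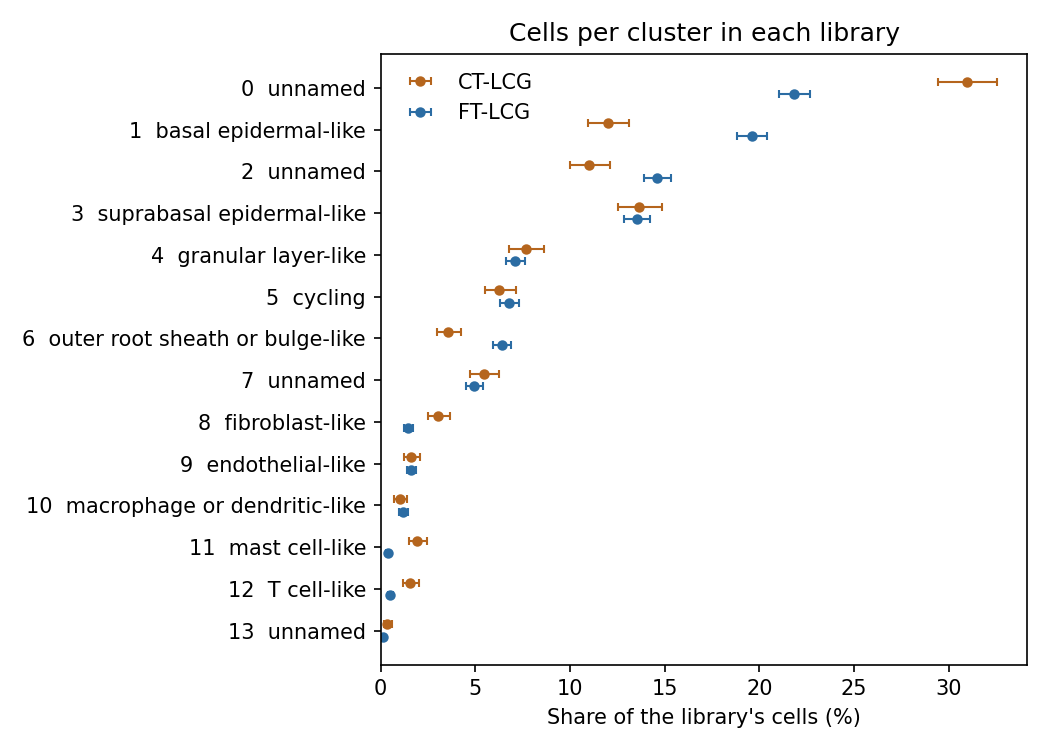
Share of the kept cells of CT-LCG (3443 cells) and FT-LCG (9608 cells) in each of the 14 clusters, in percent. Points are shares and bars are exact binomial 95% intervals of 1 library each, which cover counting error only. The largest cluster, unnamed, holds 31.0% of CT-LCG and 21.8% of FT-LCG.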

We found that dermal sheath cells, epidermal stem cells, and hair follicle stem cells make up a large proportion of CT-LCG; meanwhile, dermal papilla cells (DPCs), dermal stem cells, dermal fibroblast cells, and epidermal cells are the largest component of FT-LCG. We identified the gene expression profile per cluster; differential expression genes (DEGs) refer to the difference between the average expression of cells in clusters (Figure 1D). The top 10 up-expression genes of each cluster are shown in Table 1. 

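Levels of the same genes were computed as the mean over cells of UMIs per 10000, the average that Seurat gives. In the cluster matched to Cluster 1, KRT14 was at 279 and KRT5 at 144. In that matched to Cluster 9, CST6 was at 385, KRTDAP at 231 and KRT1 at 166. In the fibroblast-like cluster matched to Cluster 11, COL1A1 was at 65.6, VIM at 57.4 and S100A4 at 56.0. In the endothelial-like cluster matched to Cluster 12, TMSB4X was at 101 and VIM at 94.1. In the largest cluster, matched to Cluster 4, KRT10 was at 163 and LOC102177275 at 82.6. Over the 7 clusters whose match was also the nearest, 8 of 70 levels were more than 1.5 times apart from Table 1. The match was made from these levels, so their closeness is not independent of it.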

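By marker lists fixed before the data were examined, and a naming rule revised after the first names had been seen, 10 of the 14 clusters could be named. They were basal epidermal-like (413 CT-LCG and 1885 FT-LCG cells), suprabasal epidermal-like (470 and 1298), granular layer-like (264 and 682), cycling (216 and 651), outer root sheath or bulge-like (736 over the libraries together), fibroblast-like, endothelial-like (55 and 155), macrophage or dendritic-like (35 and 114), mast cell-like (66 and 35) and T cell-like (53 and 47). KRT35, a hair keratin gene, was among the 10 genes with the largest fold in the cycling cluster. The other 4 clusters stayed unnamed. The largest of them (1066 and 2099 cells) had the hair and inner root sheath genes KRT27, KRT25 and KRTAP11-1 among its leading genes, and a median of 1086 UMIs in CT-LCG and 1133 in FT-LCG. Another (379 and 1403 cells) was led by TRPV3 and EPPK1, and the third (188 and 475 cells) by LY6D and KRT14. The smallest (12 and 10 cells) was too small to rank.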

In total, two kinds of DPCs, four stem cells, three sheath cells, one keratinocyte, one fibroblast, one epidermal cell, and one stromal cell were identified as assigned in goat skin. 

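The paper's statements on which cluster a gene is high in gave 69 pairs of a gene and a cluster, counting a gene once for each sentence that names it. In 29 of the 69 the matched cluster had the highest level of all ranked clusters. Pairs of clusters whose match was not the nearest are among the 69. The resolution moved this count most, to 42 of 69 at 0.7. There VIM for dermal fibroblast cells counts because their match was the macrophage or dendritic-like cluster. With the named genes allowed to define the clusters the count was 37, without Harmony 33 and with cells thinned to 1000 UMIs 30. A match with fewer than 20 cells in a library was not ranked and counts as not highest, which concerns 16 pairs without Harmony and 4 among cells with at least 1000 genes.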

We detected that genes enriched in distinct clusters differently marked various cell types. For instance, *KRT14* and *KRT5* are known expression markers in epidermis stem cells (Cluster 1; Figure 1E). 

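KRT14 had its highest level in the basal epidermal-like cluster matched to Cluster 1, with 169 in CT-LCG (95% interval 168 to 169.7) and 317 in FT-LCG (316 to 317) UMIs per 10000. KRT5 was highest there too, at 79.3 in CT-LCG (95% interval 78.5 to 80.0) and 155 in FT-LCG (154 to 156). In the granular layer-like cluster KRT14 was at 1.99 in CT-LCG and 10.7 in FT-LCG. Both genes were higher in FT-LCG than in CT-LCG in the matched cluster, by more than counting error.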

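DKK1 was rare. In the macrophage or dendritic-like cluster, the one-to-one match of Cluster 2, it had 0 UMIs in CT-LCG and 0 in FT-LCG. The highest mean level was in the T cell-like cluster, from 10 UMIs in FT-LCG and 0 in CT-LCG. The outer root sheath or bulge-like cluster, which is the nearest to Cluster 2 by the genes of Table 1, had 19 UMIs in CT-LCG and 1 in FT-LCG. The unnamed cluster led by TRPV3 had 0 and 278.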

*DKK1* are highly expressed in epidermis cells (Cluster 2). 

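BMP2 was highest in the unnamed cluster led by TRPV3, at 1.78 in CT-LCG (95% interval 1.56 to 2.01) and 0.208 in FT-LCG (0.183 to 0.234) UMIs per 10000, and among the ranked clusters it was lowest in the mast cell-like cluster, the one-to-one match of Cluster 6, at 0.0839 in CT-LCG and 0 in FT-LCG. At the resolution of 0.7, Cluster 6 matched the cluster led by TRPV3, where BMP2 was highest. SOX2 had 4 UMIs in the fibroblast-like cluster in FT-LCG and 0 in CT-LCG. In the cycling cluster matched to Cluster 7 it had 4 and 1. FOXM1 was highest in the cycling cluster, from 16 UMIs in FT-LCG and 0 in CT-LCG, so 1 library decides its rank. In the outer root sheath or bulge-like cluster matched to Cluster 8, KRT19 was highest of the ranked clusters, at 3.25 in CT-LCG and 9.71 in FT-LCG UMIs per 10000, and so was DSG3, at 0.809 in CT-LCG and 0.520 in FT-LCG. ITGA6 was second there, at 1.38 in CT-LCG and 1.69 in FT-LCG, after the endothelial-like cluster, at 1.90 in CT-LCG and 1.91 in FT-LCG. With 20 principal components FOXM1 and DSG3 were not highest in their matched clusters.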

Dermal sheath cells (Cluster 6) were identified with a specific expression of known marker gene *BMP2.* Genes enriched in Cluster 7 were strongly labeled in dermal stem cells and expressed cell markers, such as *SOX2* and *FOXM1.* Hair follicle stem cells (Cluster 8, HFSCs) promote hair development and were identified by multiple specific markers (e.g., *KRT19; DSG3;* and *ITGA6*). Skin stem cells (Cluster 12) also expressed selective genes, including *CD34* and *ITGB1*. 

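In the cluster matched to Cluster 12, which is endothelial-like by PECAM1, PLVAP, VWF and SELE, CD34 had its highest level, 1.90 in CT-LCG (95% interval 1.36 to 2.59) and 1.81 in FT-LCG (1.55 to 2.11) UMIs per 10000. After thinning each cell to 1000 UMIs, 17.0% of its cells in CT-LCG and 20.4% in FT-LCG had a CD34 UMI (43.6% and 48.4% before thinning), against 0% and 0.149% in the granular layer-like cluster. Thinning left out 8 and 18 endothelial-like cells. The median cell had 1861 and 2863 UMIs in the endothelial-like cluster and 23439 and 15057.5 in the granular layer-like cluster. ITGB1 was at 3.09 in CT-LCG and 3.40 in FT-LCG there, second to the fibroblast-like cluster, at 3.72 in CT-LCG and 4.18 in FT-LCG. By the mean over cells and after thinning, the endothelial-like cluster was highest in ITGB1.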

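CTNNB1 was spread over all clusters. It was highest in the unnamed cluster led by TRPV3, at 4.34 in CT-LCG and 2.91 in FT-LCG UMIs per 10000, and lowest in the T cell-like cluster, the match of Cluster 10 at the main resolution, at 1.41 in CT-LCG and 1.08 in FT-LCG. In the hair cortex or matrix-like cluster, its match at 0.7, CTNNB1 was second, at 2.69 in CT-LCG and 3.03 in FT-LCG. In the fibroblast-like cluster matched to Cluster 11, VCAN was highest, at 1.92 in CT-LCG (95% interval 1.55 to 2.35) and 1.84 in FT-LCG (1.53 to 2.20), and so was ACTA2, at 1.35 in CT-LCG (95% interval 1.04 to 1.72) and 12.0 in FT-LCG (11.2 to 12.9). After thinning to 1000 UMIs, which left out 4 and 14 cells, 6.00% of these cells in CT-LCG (2.23 to 12.6%) and 19.8% in FT-LCG (13.3 to 27.9%) had an ACTA2 UMI. By the thinned levels, and by the mean over cells, the outer root sheath or bulge-like cluster was highest in ACTA2 and the SDPC-matched cluster second, and with 20 principal components another cluster was highest. In the granular layer-like cluster, which should lack the gene, the shares were 0% and 0.149%. Before thinning the fibroblast-like shares were 8.65% and 23.6%, and the median fibroblast-like cell had 4194 and 3965 UMIs. The gene written VUM was read as VIM. It was highest in the macrophage or dendritic-like cluster, at 136 in CT-LCG and 69.9 in FT-LCG, and COL1A1 in the fibroblast-like cluster. In the cluster matched to Cluster 0, VIM was at 0.648 in CT-LCG and 0.424 in FT-LCG, and COL1A1 was at 0.0800 in CT-LCG and 0.0600 in FT-LCG. CDIP1, CDS1 and FOXN1 were highest outside the cluster matched to Cluster 3, where FOXN1 was at 0.0543 in CT-LCG and 0.0769 in FT-LCG. DOCK6 was highest in the endothelial-like cluster, at 0.475 in CT-LCG and 0.544 in FT-LCG. In the suprabasal epidermal-like cluster matched to Cluster 5, KRT19 was at 0.0160 in CT-LCG and 0.0569 in FT-LCG, the lowest of the ranked clusters. ITGA6 was at 0.606 in CT-LCG and 0.731 in FT-LCG in the largest cluster, matched to Cluster 4. KRT6A was highest in the outer root sheath or bulge-like cluster, at 10.8 in CT-LCG and 26.6 in FT-LCG, and in the granular layer-like cluster matched to Cluster 9 it was at 1.72 in CT-LCG and 1.90 in FT-LCG.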

Finally, we found that cells from C10 showed a characteristic of DPCs, which is a high expression level of *CTNNB1*, and C11 showed characteristics of SDPCs, such as high expression levels of *VCAN* and *ACTA2.* Moreover, dermal fibroblast cells markers (e.g., *VUM* and *COL1A1*), inner root sheath cell markers (e.g., *CDIP1; CDS1;* and *FOXN1*), outer root sheath cell markers (e.g., *DOCK6* and *KRT19*), a stromal cell marker (e.g., *ITGA6*), and a keratinocyte cell marker (e.g., *KRT6A*) showed specificity expression in Clusters 0, 3, 5, 4, and 9, respectively.

**TABLE 1:** The top 10 genes per clusters.

**Expression**	Cluster 0	Cluster 1	Cluster 2	Cluster 3	Cluster 4	Cluster 5	Cluster 6	Cluster 7	Cluster 8	Cluster 9	Cluster 10	Cluster 11	Cluster 12
Top1	KRT10	KRT14	KRT14	LOC108634769	KRT10	KRT10	KRT1	KRT14	KRT5	CST6	RPS12	LOC108634769	TMSB4X
	148.51	334.64	170.19	232.43	232.68	322.73	197.52	194.81	125.12	792.65	132.77	82.62	102.97
Top2	KRT14	KRT5	KRT5	KRT10	LOC102177275	KRT1	KRT10	KRT5	KRT14	KRTDAP	LOC102168701	LOC102168701	LOC108634769
	127.88	158.27	129.94	173.85	179.90	197.82	155.68	112.26	112.85	300.61	118.94	73.91	97.50
Top3	LOC102177275	LGALS7	LOC102177275	KRT1	KRT1	S100A7A	LOC108634769	PTMA	LOC102179515	KRT10	RPS8	COL1A1	VIM
	108.49	108.19	110.33	128.36	132.21	155.10	116.21	95.76	106.09	265.48	115.23	71.50	97.21
Top4	CST6	LOC102168701	RPS8	RPLP1	LGALS7	KRTDAP	RPLP1	RPS8	LOC102168701	SBSN	RPLP1	RPS8	TPT1.1
	101.48	105.19	94.81	93.46	110.19	99.43	71.73	90.80	93.90	174.83	97.81	70.63	84.12
Top5	KRT5	TPT1.1	RPLP1	LOC102168701	ACTG1	SPINK7	LOC108635081	LOC102168701	RPS8	DMKN	RPLP0	VIM	LOC102168701
	88.78	101.40	80.37	90.56	103.55	97.56	70.77	87.07	91.65	109.14	87.65	62.30	80.81
Top6	ACTG1	RPLP1	LOC102168701	RPS8	CST6	LGALS7	LGALS7	RPLP1	RPS12	KRT1	RPS2	RPLP1	RPS8
	81.70	98.20	79.72	87.21	88.81	86.67	66.77	85.31	83.15	107.72	80.94	61.71	78.59
Top7	KRT1	RPS8	TPT1.1	RPS12	KRTDAP	RPLP1	JUN	RPS12	TPT1.1	HSPB1	RPL32	S100A4	LOC102182395
	70.62	91.93	70.67	80.54	84.74	83.42	61.55	67.79	79.14	89.67	76.40	61.11	75.92
Top8	LGALS7	S100A2	RPS12	S100A7A	RPS8	LOC102168701	KRTDAP	LGALS7	RPLP1	LGALS7	LOC102184223	RPS12	RPS12
	70.56	90.87	68.12	67.47	80.17	79.57	58.47	66.43	76.50	81.33	75.60	60.18	70.72
Top9	LOC102168701	RPS12	LGALS7	LGALS7	HSPB1	SBSN	RPS8	RPS19	LOC102177275	LOC102177275	RPS5	TPT1.1	LOC108635081
	67.65	84.82	66.98	66.95	75.44	76.47	55.76	64.08	73.90	80.80	74.67	57.61	67.08
Top10	RPLP1	RPS19	RPS19	LOC102169125	RPLP1	RPS12	UBB	RPS2	RPS19	RPLP1	RPL31	RPS24	RPLP1
	66.06	80.19	65.51	64.82	74.39	70.96	55.69	60.15	72.41	70.05	73.46	50.28	66.72

Importantly, the high-expression genes per cell group are shown in Figure 1F. 

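Over the clusters matched to Clusters 0, 2, 7 and 8, the mean KRT14 level of the 2 libraries was between 65.5 and 142 UMIs per 10000, and the mean KRT5 level between 54 and 107. The cluster matched to Cluster 1 was above all of them, at 243 for KRT14 and 117 for KRT5. In the macrophage or dendritic-like cluster, the one-to-one match of Cluster 2, the libraries were far apart for KRT14, at 14.7 in CT-LCG and 227 in FT-LCG. The unnamed cluster led by LY6D, matched to Cluster 3, was second for KRT14, at 209.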

*KRT5* and *KRT14* were expressed highest in epidermis stem cells and significantly enriched in Clusters 0, 2, 7, and 8. *CCL27*, *ADIRF*, and *LY6D* were obviously differentially expressed in epidermis stem cells. 

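In the basal epidermal-like cluster matched to Cluster 1, CCL27 was at 7.18 in CT-LCG (95% interval 6.96 to 7.40) and 27.5 in FT-LCG (27.2 to 27.7) UMIs per 10000, ADIRF at 2.95 in CT-LCG and 15.8 in FT-LCG and LY6D at 20.1 in CT-LCG and 14.9 in FT-LCG. Each ranked second there by the mean of the libraries. CCL27 was higher in the macrophage or dendritic-like cluster, at 1.55 in CT-LCG and 34.0 in FT-LCG, where CT-LCG alone would place it below the basal cluster. ADIRF was higher in the endothelial-like cluster, at 12.9 in CT-LCG and 16.2 in FT-LCG, and LY6D in the unnamed cluster that it leads with KRT14, at 16.6 in CT-LCG and 23.1 in FT-LCG. With the mean taken over cells, CCL27 was highest in the matched cluster.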

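KRT10 was highest in the granular layer-like cluster, at 348 in CT-LCG (95% interval 347 to 349) and 365 in FT-LCG (364 to 366) UMIs per 10000, close to the suprabasal epidermal-like cluster matched to Cluster 5, at 329 in CT-LCG (95% interval 328 to 330.1) and 373 in FT-LCG (372 to 374). In the largest cluster, matched to Cluster 4, it was at 181 in CT-LCG and 116 in FT-LCG. In FT-LCG alone the suprabasal epidermal-like cluster was the higher of these. At the resolution of 0.7 it was the highest by the mean, with a mean of 397.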

*KRT10* were expressed highest in Clusters 4 and 5. 

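In the outer root sheath or bulge-like cluster matched to Cluster 8, LOC102179515 was at 27.0 in CT-LCG and 80.7 in FT-LCG UMIs per 10000, NFIB at 5.39 in CT-LCG and 7.28 in FT-LCG, BGN at 1.83 in CT-LCG and 3.26 in FT-LCG and SFRP1 at 3.37 in CT-LCG and 8.81 in FT-LCG. All 4 had their highest level there. SFRP1 was next highest in the fibroblast-like cluster, at 1.45 in CT-LCG and 1.68 in FT-LCG, and BGN there at 0.736 in CT-LCG and 1.20 in FT-LCG. With 20 principal components the cluster matched to Cluster 8 was another one, and none of the 4 was highest in it.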

*LOC102179515*, *NFIB*, *BGN*, and *SFPRP1* were overexpressed on Cluster 8. 

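CXCL14 was highest in the fibroblast-like cluster matched to Cluster 11, at 40.7 in CT-LCG (95% interval 39.0 to 42.6) and 19.7 in FT-LCG (18.6 to 20.8) UMIs per 10000. The outer root sheath or bulge-like cluster matched to Cluster 8 was second, at 8.09 in CT-LCG (95% interval 7.46 to 8.76) and 44.3 in FT-LCG (43.7 to 44.9). The order of these 2 clusters differed between the libraries, with the fibroblast-like cluster higher in CT-LCG and the outer root sheath or bulge-like cluster higher in FT-LCG.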

Interestingly, *CXCL14* was overexpressed on Clusters 8 and 11, which may be related to hair development. Indeed, *KRTDAP* and *CST6* were expressed highest in Cluster 9. 

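The granular layer-like cluster matched to Cluster 9 had the highest levels of both genes. KRTDAP was at 181 in CT-LCG (95% interval 179.8 to 182) and 235 in FT-LCG (234 to 236) UMIs per 10000, and the suprabasal epidermal-like cluster came second, at 102 in CT-LCG and 75.9 in FT-LCG. CST6 was at 83.4 in CT-LCG (95% interval 82.7 to 84.1) and 536 in FT-LCG (534 to 537), several times higher in FT-LCG, with the largest cluster second, at 30.6 in CT-LCG and 87.9 in FT-LCG.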

Notably, *KRT35* and *KRTAP11-1* may be related to cashmere character (Zheng et al., 2019), whereas, in goats, their expressions are confined to DPCs. In addition, *LEF1* was considered to be a hair-inducing gene of DPCs (Dong et al., 2017). 

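At the main resolution, KRT35 was highest in the cycling cluster, at 9.24 in CT-LCG and 20.7 in FT-LCG UMIs per 10000, and KRTAP11-1 in the largest, unnamed cluster, at 3.69 in CT-LCG and 22.7 in FT-LCG. In the T cell-like cluster, the match of Cluster 10 there, KRT35 was at 0.484 in CT-LCG and 0.290 in FT-LCG and KRTAP11-1 at 0.264 in CT-LCG and 0.373 in FT-LCG, which is near the endothelial-like cluster, where KRT35 was at 0.570 in CT-LCG and 0.533 in FT-LCG and KRTAP11-1 at 0.570 in CT-LCG and 0.235 in FT-LCG. At the resolution of 0.7 both genes were highest in the hair cortex or matrix-like cluster matched to Cluster 10, KRT35 at 46.4 in CT-LCG (95% interval 43.7 to 49.3) and 53.3 in FT-LCG (52.6 to 54.1) and KRTAP11-1 at 5.82 in CT-LCG (95% interval 4.87 to 6.89) and 21.2 in FT-LCG (20.7 to 21.6). The largest cluster was second there, with KRT35 at 8.16 in CT-LCG and 4.72 in FT-LCG and KRTAP11-1 at 3.69 in CT-LCG and 2.44 in FT-LCG. After thinning to 1000 UMIs, 37.9% of the hair cortex or matrix-like cells in CT-LCG and 50.0% in FT-LCG had a KRT35 UMI, against 28.8% and 33.5% in the largest cluster and 4.26% and 3.65% in the endothelial-like cluster, which should lack it. Before thinning, with 9 and 23 more hair cortex or matrix-like cells, their shares were 41.3% and 59.8%. Their median depth was 1317 UMIs in CT-LCG and 12551 in FT-LCG, against 1861 and 2863 in the endothelial-like cluster.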

The expression of the positive genes *IGFBP5* and *IGFBP6* is discovered highly expressed in SDPCs. 

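In the fibroblast-like cluster matched to SDPCs, IGFBP5 was at 7.15 in CT-LCG (95% interval 6.42 to 7.94) and 13.0 in FT-LCG (12.2 to 13.9) UMIs per 10000 and IGFBP6 at 3.41 in CT-LCG (95% interval 2.92 to 3.97) and 5.03 in FT-LCG (4.50 to 5.60), the highest of the ranked clusters for both. The endothelial-like cluster was second, at 0.618 in CT-LCG and 6.08 in FT-LCG for IGFBP5 and 0.903 in CT-LCG and 2.13 in FT-LCG for IGFBP6. With 20 principal components IGFBP5 was not highest in the matched cluster.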

*ALX4*, which may be related to cashmere fineness (Qiao et al., 2017), is only expressed in DPCs and SDPCs. 

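ALX4 had 20 UMIs in CT-LCG and 6 in FT-LCG in the fibroblast-like cluster matched to SDPCs, or 0.409 in CT-LCG (95% interval 0.250 to 0.631) and 0.0914 in FT-LCG (0.0336 to 0.199) per 10000. The largest cluster held 2 more in CT-LCG, and every other ranked cluster had 0 in both libraries. In the T cell-like cluster matched to DPCs at the main resolution, 0 of 53 CT-LCG cells and, after thinning, 0 of 46 FT-LCG cells had a UMI. Taken as 3 counts of the total, this allows shares of cells with a UMI of up to 5.66% and 6.52%, and it sets no limit on the cells that express the gene. The hair cortex or matrix-like cluster matched to DPCs at 0.7 had 0 and 0 UMIs. After thinning to 1000 UMIs, 4.00% of the fibroblast-like cells in CT-LCG (1.1 to 9.93%) and 0.794% in FT-LCG (0.0201 to 4.34%) had a UMI of the gene, against 0% and 0% in the granular layer-like cluster, whose cells are several times deeper. Before thinning the fibroblast-like shares were 12.5% and 2.86%.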

*CCL21*, *GNG11*, and *TFPI2* are expressed highest in HFSCs, and *VIM* and *CLEC3B* were overexpressed on DPCs and HFSCs. 

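CCL21, GNG11 and TFPI2 were highest in the endothelial-like cluster, which matched Cluster 12. CCL21 was at 25.2 in CT-LCG and 15.4 in FT-LCG UMIs per 10000, GNG11 at 7.89 in CT-LCG and 23.1 in FT-LCG and TFPI2 at 12.6 in CT-LCG and 53.1 in FT-LCG. In the outer root sheath or bulge-like cluster matched to HFSCs CCL21 was at 0.0265 in CT-LCG and 0.00569 in FT-LCG, GNG11 at 0.0133 in CT-LCG and 0.131 in FT-LCG and TFPI2, which ranked second there, at 0.411 in CT-LCG and 3.59 in FT-LCG. CLEC3B was highest in the fibroblast-like cluster, at 35.4 in CT-LCG and 25.9 in FT-LCG, followed by the endothelial-like cluster, at 14.6 in CT-LCG and 31.8 in FT-LCG. In the cluster matched to HFSCs VIM was at 1.90 in CT-LCG and 0.655 in FT-LCG and CLEC3B at 0.0796 in CT-LCG and 0.0512 in FT-LCG. In the T cell-like cluster matched to DPCs VIM was at 68.0 in CT-LCG and 72.3 in FT-LCG and CLEC3B at 0.264 in CT-LCG and 0 in FT-LCG. In the hair cortex or matrix-like cluster matched to DPCs at 0.7, VIM was at 1.39 in CT-LCG and 0.163 in FT-LCG and CLEC3B at 0.174 in CT-LCG and 0.0341 in FT-LCG.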

*KRT19* and *SOX9* were proven to exist in the anagen secondary HFSCs (He et al., 2020), which are highly expressed in our results in HFSCs. 

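SOX9 was highest in the cluster matched to HFSCs, at 3.65 in CT-LCG (95% interval 3.23 to 4.11) and 4.98 in FT-LCG (4.79 to 5.18) UMIs per 10000. The unnamed cluster led by TRPV3 came second, at 1.88 in CT-LCG and 5.35 in FT-LCG, and was higher than the matched cluster in FT-LCG alone. With 20 principal components SOX9 was not highest in the matched cluster. For KRT19, the 95% intervals in the matched cluster were 2.86 to 3.68 in CT-LCG and 9.45 to 9.98 in FT-LCG. The cycling cluster was second for KRT19, at 4.96 in CT-LCG and 2.03 in FT-LCG, and higher in CT-LCG alone.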

Some genes are only expressed in certain cells, such as *PLVAP*, *PECAM1*, and *CENPF*. These significantly up-expressed genes, especially overexpressed in each functional cluster, and may be functional candidate genes associated with fibrogenesis. Collectively, these data establish the classification of skin cells and the selective gene expression pattern of cashmere goat. 

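PLVAP and PECAM1 were highest in the endothelial-like cluster, of whose name both are markers, at 13.2 in CT-LCG and 12.9 in FT-LCG UMIs per 10000 for PLVAP and 14.4 in CT-LCG and 9.11 in FT-LCG for PECAM1. For PECAM1 the macrophage or dendritic-like cluster was second, at 3.58 in CT-LCG and 0.0489 in FT-LCG. CENPF was highest in the cycling cluster, of whose name it is a marker, at 2.22 in CT-LCG and 3.13 in FT-LCG. After thinning to 1000 UMIs, 42.6% and 60.6% of endothelial-like cells in CT-LCG and FT-LCG had a PLVAP UMI, against 0% and 0.298% in the granular layer-like cluster. The same shares were 50.9% and 71.0% before thinning. For CENPF, 10.5% of cycling cells in CT-LCG (6.55 to 15.8%) and 23.7% in FT-LCG (20.5 to 27.2%) had a UMI after thinning, which left out 26 and 19 cells, and 18.5% and 59.4% before it. In the granular layer-like cluster the CENPF shares were 0% and 0.149%. The median cycling cell had 1867.5 UMIs in CT-LCG and 14112 in FT-LCG.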

Below is an overview of DEGs. There is the heat map of the top 10 specific marker genes in Figure 1G, which showed analysis results of differentially expressed genes.

### Cell Trajectory Analysis Reveals Cell Development in Cashmere Goat Skin

To further investigate the classification of skin cell populations and their developmental relationship, we performed cell trajectory analysis using the Monocle analysis toolkit (Ming and Song, 2011). To enable a single cell to differentially express genes during development based on their trajectories, cells were calculated by Monocle 2 in an unsupervised way via maximizing transcription similarity between consecutive cell pairs. Therefore, this method can be used to identify various phases of skin development in cashmere goats. Monocyte 2 had a large overlap in each cluster, and the subpopulation of cell classification was distributed in the whole skin, indicating versatility.

To explore which gene regulates cashmere fiber development progression per axis, we classified and clustered the gene expression changes with cell trajectory. Cell trajectory analysis results revealed the skin development of the cashmere goat is divided into 15 states, and every kind of cell was involved in almost the whole development process (Figures 2A,B). 

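Monocle was not used here, and its states and branches were not compared. Cells were ordered by diffusion pseudotime, another method, on the Harmony-corrected components, starting from the cell highest in KRT1 and KRT10, where Figure 2C begins. Each cell was thinned to 1000 UMIs, which left out 1408 cells under that depth and kept 11643. The order was divided into 10 bins of equal size. FT-LCG made up 67.9% of bin 1 and 66.2% of bin 10. The median cell had 1211 UMIs in bin 1 and 6200.5 in bin 10, so position and depth go together. A gene was counted as up and then down when its highest bin was neither bin 1 nor bin 10, and as up or down by the sign of the Spearman rho of its bin means with the bin number.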

In support of the draw order in cell trajectory, our analysis revealed the organization of genes that are differentially expressed in each branch, which is closely related to the genes that are famous for participating in cashmere growth and hair development. 

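Along the order of all cells, KRTAP11-1 had a mean of 0.264 thinned UMIs per cell in bin 1, rose to 0.595 in bin 2 and was at 0.0361 in bin 10. TCHH went from 0.924 to 1.26 and ended at 0.169. S100A8 was highest in bin 1, at 0.519, and ended at 0.398. KRTDAP was at 5.71 first, fell to 2.78 in bin 8 and was highest in bin 10, at 8.70.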

Interestingly, *KRTAP11-1*, *TCHH*, *KRTDAP*, and *S100A8* that were briefly up-regulated and then down-regulated were observed. However, a subset of genes, such as *KRT5*, *RPS7*, *RPL3*, and *RPL5*, were sustained as up-regulated over time (Figure 2C). 

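KRT5 rose from 6.94 mean thinned UMIs in bin 1 to 10.2 in bin 8, with a fall to 3.64 in bin 10. RPS7 had 3.94 in bin 1, 5.62 in bin 3 and 3.98 in bin 10. RPL3 and RPL5 were also highest in bin 3, at 2.92 and 2.41, and lowest in bin 10, at 2.00 and 1.62. Over the 8 genes named for all cells, 3 had the stated course by the rule used. KRT5 is among them by the sign of its rho, although it ended below bin 1 and its rise was not sustained. The count changed most without Harmony, to 5 of 8. The Spearman rho of KRT5 with the bin number was 0.212, and it was -0.612 with 5 diffusion components and -0.0182 with 15 in place of 10, so its stated rise did not hold under either. With 5, the stated course held for TCHH and KRTDAP alone, and with 15 for KRTAP11-1, TCHH and S100A8.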

Further confirming the validity of the cell trajectory analysis, the top 6 genes, such as *KRTAP11-1* and *TCHH* (Figure 2D), which GO analysis enriched with intermediate filament and keratinization, are important pathways for cashmere growth, indicating these genes may relate to cashmere formation and development. KEGG pathways of these genes mainly enriched to the WNT, TGF beta, and PI3K-Akt signaling pathways. These data and analyses reveal the clear developmental stages of goat skin; the expressions of differential genes along the timeline of bifurcations indicates that different molecular paths guide the development of different populations.

**FIGURE 2:**
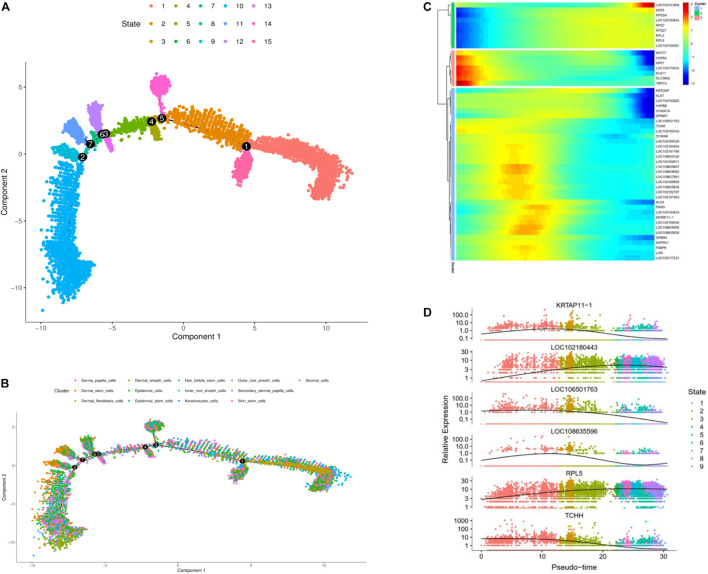
Cell trajectory analysis on goat skin cells. **(A)** Monocle 2 cell trajectory analysis of goat skin cells. **(B)** Monocle 2 cell trajectory colored according to the identity of 13 goat skin cells. **(C)** Clustering of genes represent differential expression patterns across goat skin cell populations. **(D)** Dynamic expression values of top six different genes are plotted on pseudo-time. *X*-axis represents pseudo time, and *Y*-axis represents gene expression levels.

### Weighted Gene Correlation Network Analysis of Cashmere Goat Skin

To further identify the genes related to cashmere growth, we conducted Weighted gene correlation network analysis (WGCNA) on cashmere goat skin. WGCNA, a relatively new statistical analysis, is usually used to construct networks based on gene correlations and recognize intramodular hub genes (Tahmasebi et al., 2019). The average expression profile of each gene in each type of cell was analyzed to screen genes for WGCNA. The cluster dendrogram consists of 31 coexpression modules, including tan, green, yellow, white, green, and other colors (Figure 3A). We also found that, compared with others, the blue module had a strong coexpression relationship by building a topological overlap matrix (TOM) diagram (Figure 3B). The darker the color, the higher the topological overlap.

**FIGURE 3:**
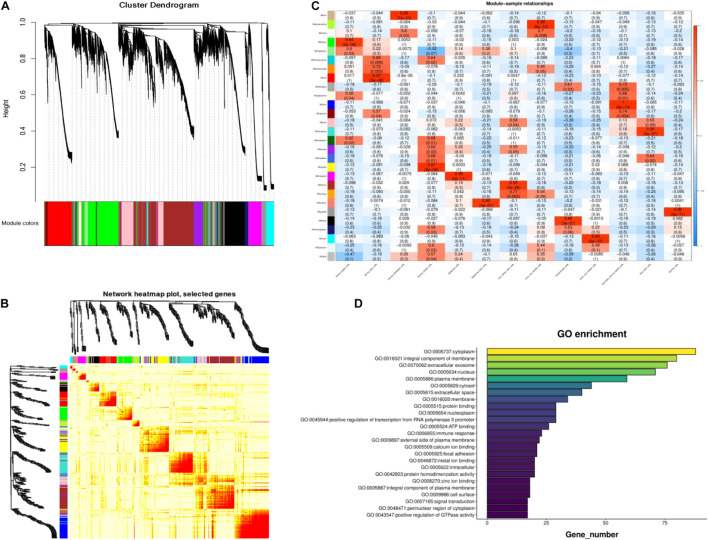
Module identification of cashmere goat skin. **(A)** Cluster dendrogram of all screened genes. **(B)** TOM of all screened genes. **(C)** Heat map of the correlation between modules and cashmere skin cells. Each specific color represents the specific gene module. **(D)** GO analysis of the core genes in blue module.

As shown in Figure 3C, all genes in the 13 type cells were selected to produce the module trait relationship. Interestingly, before, there was almost no similarity between each module, suggesting that most modules had a certain promoting effect on each cluster. The significant enrichment module in SDPCs is blue, in DPCs is green, and in stromal cells is gray60, and the number of genes per module was 2,629, 1,839, and 256, respectively. 

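WGCNA was not run here. As another measure of genes that follow a cell type, each gene's mean profile over the ranked clusters was correlated with membership in the matched cluster, across 20207 genes. In the fibroblast-like cluster matched to SDPCs, 1136 genes had an r of at least 0.9. The T cell-like cluster matched to DPCs had 480 such genes, and the largest cluster, matched to stromal cells, had 280. The limit on r moved the SDPC count to 1647 at 0.8 and 866 at 0.95. At the resolution of 0.7 the DPC count was 222 in the hair cortex or matrix-like cluster. The counts at the main resolution are over 13 ranked clusters. The count at 0.7 is over more, the ranked ones of its 16 clusters. No lower limit on UMIs was set for these genes, so genes with few UMIs can pass. HOXA13, with 1 UMI over all kept cells, had an r of 1 for the SDPC-matched cluster. All of these counts are descriptions, not tests, and they are not module sizes.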

The blue module of the SDPC cluster related to cashmere growth had the deepest color, suggesting that genes in this module might have a positive effect on cashmere fineness. We identified hub genes *COL1A1, COL1A2*, *CCL26*, *CCDC80*, *HOXA13*, *CXCL8*, *KRT24*, and *BMP3* as having significant connectivity, which may be associated with cashmere development.

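Across the clusters, membership in the SDPC-matched cluster correlated with the profiles of COL1A1 (r = 0.999), COL1A2 (0.997), CCL26 (0.949), CCDC80 (0.953) and BMP3 (1.000). HOXA13 had 1 UMI over all kept cells and KRT24 had 10, so their r rests on these few molecules. CXCL8 had an r of 0.0189 and was highest in the macrophage or dendritic-like cluster, at 106 in CT-LCG (95% interval 101 to 111) and 30.9 in FT-LCG (30.0 to 31.8) UMIs per 10000. That cluster held 82.8% of all 7487 CXCL8 UMIs, and the SDPC-matched cluster held 1.27%.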

Enrichment analysis was used to explore the biological functions of genes in these modules to further determine the relationship between these genes and cashmere growth. The GO analysis results of the core genes in the blue module are displayed in Figure 3D. It was found that these genes are suggestive of cytoplasm, an integral component of the membrane.

Through the correlation analysis between modules and samples, we selected four modules with the highest correlation to construct the network diagram. The detailed network information of the core genes for four selected modules, including blue, brown, green, and gray60 modules, is shown in Figure 4. In the gene networks, some hub genes interacted with many other genes, which indicate that they are more likely to be necessary. *COL1A1*, *CCDC80*, and *HOXA13* are associated with many genes in the blue module. 

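COL1A1 had 7724 UMIs over all kept cells, of which 93.1% lay in the SDPC-matched cluster. CCDC80 had 753 UMIs, and its level in that cluster was 3.74 in CT-LCG (95% interval 3.22 to 4.32) and 5.07 in FT-LCG (4.54 to 5.65) per 10000. The endothelial-like cluster was second for CCDC80, at 0.0950 in CT-LCG and 1.30 in FT-LCG. The single HOXA13 UMI lay in the SDPC-matched cluster in FT-LCG.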

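Membership in the T cell-like cluster matched to DPCs at the main resolution had an r of -0.0947 with CXCL8, -0.0122 with NFKBIE and -0.0898 with CCL24. At 0.7, in the hair cortex or matrix-like cluster, the values were -0.0829, -0.292 and -0.0771. All 3 genes were highest in the macrophage or dendritic-like cluster, NFKBIE at 2.75 in CT-LCG and 1.34 in FT-LCG UMIs per 10000 and CCL24 at 0.0597 in CT-LCG and 0.217 in FT-LCG, from 37 UMIs of CCL24 over all kept cells.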

*CXCL8*, *NFKBIE*, and *CCL24* are active in the green module. *KRT3*, *KRT4*, and *KLK12* are positively linked to other genes in the gray60 module. 

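In the largest cluster, matched to stromal cells, KRT3 was at 0.0748 in CT-LCG and 0.0257 in FT-LCG UMIs per 10000, KRT4 at 1.83 in CT-LCG and 0.364 in FT-LCG and KLK12 at 2.85 in CT-LCG and 0.672 in FT-LCG. Membership in this cluster had an r of 0.237 with KRT3, 0.134 with KRT4 and 0.211 with KLK12. In the granular layer-like cluster KRT4 and KLK12 were highest, KRT4 at 5.14 in CT-LCG and 2.56 in FT-LCG and KLK12 at 11.4 in CT-LCG and 6.28 in FT-LCG, and KRT3 in the suprabasal epidermal-like cluster, at 0.118 in CT-LCG and 0.0450 in FT-LCG.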

*KRT19*, *KRT38*, *NFIB*, and *LHX2* are positive genes in the brown module. 

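For the outer root sheath or bulge-like cluster, matched to HFSCs, membership had an r of 0.880 with LHX2, 0.704 with KRT19, 0.694 with NFIB and 0.286 with KRT38. KRT38 had 36 UMIs over all kept cells and was highest in the largest cluster. LHX2 had 78, of which 37 were in the HFSC-matched cluster in FT-LCG and 0 in CT-LCG. The number of genes with an r of at least 0.9 for this cluster was 279.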

*COL1A1*, with a significant connectivity in SDPCs, may serve as a target for cashmere formation.

**FIGURE 4:**
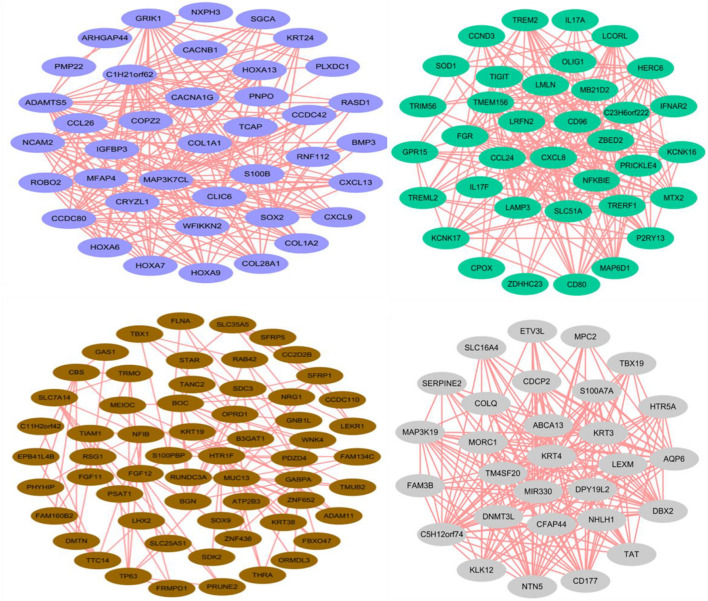
Coexpression networks of core genes in blue, brown, green, and gray60 modules. Each color represents a module.

### Identification and Analysis of Dermal Papilla Cells and Secondary Hair Follicle Dermal Papilla Cells in Cashmere Goat Skin

Previous work shows that DPCs can induce hair follicle regeneration, determine the size of hair follicles to a certain extent, and play an essential role in the hair follicle cycle change process (Ma et al., 2019). Moreover, DPCs are important signaling components that guide the proliferation, upward migration, and differentiation of HF stem cell progenitor cells to form other types of HF cells (Dai et al., 2021). DPCs and SDPCs have different effects on the growth of hair: DPCs control the growth of wool, and SDPCs decide the cashmere (Shen, 2017). DPCs subtly grasp the continuous growth of mammalian hair, including cashmere. There are 100 high-expression genes in DPCs, and the top10 genes from 13 cell clusters are exhibited in Figure 5. 

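LOC102184693, KRTAP3-1 and MT4 were highest outside the T cell-like cluster matched to DPCs at the main resolution. LOC102184693 was highest in the cycling cluster, at 1.24 in CT-LCG and 3.81 in FT-LCG UMIs per 10000, and the other genes in the largest cluster, KRTAP3-1 at 0.195 in CT-LCG and 9.87 in FT-LCG and MT4 at 5.37 in CT-LCG and 14.5 in FT-LCG, although by the mean over cells and after thinning MT4 was highest in the cycling cluster. In the matched cluster LOC102184693 was at 0.0880 in CT-LCG and 0.124 in FT-LCG, KRTAP3-1 at 0.0440 in CT-LCG and 0.0414 in FT-LCG and MT4 at 0.264 in CT-LCG and 0.538 in FT-LCG. At 0.7 all 3 were highest in the hair cortex or matrix-like cluster, LOC102184693 at 4.12 in CT-LCG and 8.11 in FT-LCG, KRTAP3-1 at 0.0868 in CT-LCG and 8.78 in FT-LCG and MT4 at 19.0 in CT-LCG and 23.6 in FT-LCG. The next cluster had a mean of 0.911 for LOC102184693, 0.535 for KRTAP3-1 and 3.64 for MT4.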

*LOC102184693*, *KRT35*, *KRTAP11-1*, *KRTAP3-1*, and *MT4* almost only expressed in DPCs. In hair follicle and goat skin, *KRT35* and *KRTAP11-1* frequently appear. Moreover, we detected two crucial activators *HOXC8* and *RSPO1* that were enriched in DPCs as reported (Ma et al., 2019). In addition, the family of RPS and RPL are significantly expressed in DPCs, such as *RPS8*, *RPS2*, *RPL0*, and *RPL32*. 

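HOXC8 and RSPO1 were highest in the fibroblast-like cluster matched to SDPCs, HOXC8 at 0.450 in CT-LCG (95% interval 0.282 to 0.681) and 0.305 in FT-LCG (0.186 to 0.471) UMIs per 10000 and RSPO1 at 0.634 in CT-LCG (95% interval 0.431 to 0.899) and 0.0610 in FT-LCG (0.0166 to 0.156). For RSPO1 this depends on the processing: by the mean over cells the granular layer-like cluster was highest, with cells thinned to 1000 UMIs the mast cell-like cluster, and with 3000 variable genes the cluster matched to Cluster 9. In the T cell-like cluster matched to DPCs there were 0 and 1 UMIs of HOXC8 in CT-LCG and FT-LCG, and 0 and 0 of RSPO1. The hair cortex or matrix-like cluster matched to DPCs at 0.7 had HOXC8 at 0.0434 in CT-LCG and 0.0828 in FT-LCG and RSPO1 at 0 in CT-LCG and 0.00487 in FT-LCG.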

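The gene written RPL0 was read as RPLP0. In the T cell-like cluster matched to DPCs, RPS2 was at 50.3 in CT-LCG and 56.4 in FT-LCG UMIs per 10000, RPLP0 at 51.9 in CT-LCG and 56.5 in FT-LCG and RPL32 at 44.8 in CT-LCG and 58.5 in FT-LCG, and none of these 3 was highest there. At 0.7 all 3 were highest in the hair cortex or matrix-like cluster, with RPS2 at 72.5 in CT-LCG and 89.0 in FT-LCG and RPLP0 at 84.2 in CT-LCG and 98.9 in FT-LCG. All 3 are among the Table 1 genes that made this match, so their rank is not independent of it. As a group, 77 ribosomal protein genes had a median log2 ratio of the hair cortex or matrix-like cluster over all other cells of 0.64 in CT-LCG and 0.54 in FT-LCG, above all of 10000 random lists of the same size and mean expression in each library. In the T cell-like cluster the same median was 0.00 and -0.04, at the percentiles 6.15 and 13.3 of such lists.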

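RPS12 had a mean level of 151 UMIs per 10000 in the hair cortex or matrix-like cluster matched to DPCs at the resolution of 0.7, with 155 in CT-LCG (95% interval 150.0 to 160.2) and 146 in FT-LCG (145 to 147). The next highest cluster there was at 98.1. RPS12 is among the Table 1 genes that made this match, so its rank is not independent of it. At the main resolution the cycling cluster was highest, at 98.2 in CT-LCG and 100.3 in FT-LCG (by the mean over cells and after thinning, the unnamed cluster led by LY6D and KRT14), and the T cell-like cluster matched to DPCs was at 81.3 in CT-LCG and 75.5 in FT-LCG.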

*RPS12*, as the key effector of cell competition caused by other RP gene mutations, has the highest expression in DPCs. Among them, *PTGER4* and *ESR1* are more abundant in DPCs consistent with previous studies (Movérare et al., 2002; Torii et al., 2002). 

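PTGER4 was highest in the T cell-like cluster matched to DPCs at the main resolution, at 1.67 in CT-LCG (95% interval 1.18 to 2.30) and 1.28 in FT-LCG (0.872 to 1.82) UMIs per 10000, followed by the macrophage or dendritic-like cluster, at 2.27 in CT-LCG and 0.426 in FT-LCG. In the hair cortex or matrix-like cluster matched at 0.7 it was at 0 in CT-LCG and 0.0731 in FT-LCG. ESR1 was highest in the fibroblast-like cluster matched to SDPCs, from 9 UMIs in CT-LCG and 9 in FT-LCG. The T cell-like cluster had 0 and 0 UMIs of it, and the hair cortex or matrix-like cluster 0 and 1.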

To better understand the functioning approaches of DEGs in DPCs, GO, and KEGG enrichment analysis were performed. Finally, 452 pathways were enriched, such as keratin filament and hair follicle morphogenesis. By KEGG analysis, some pathways related to cashmere growth and development were enriched, including TGF-beta signaling pathway, alcoholism, PPAR, and Notch signaling pathway.

**FIGURE 5:**
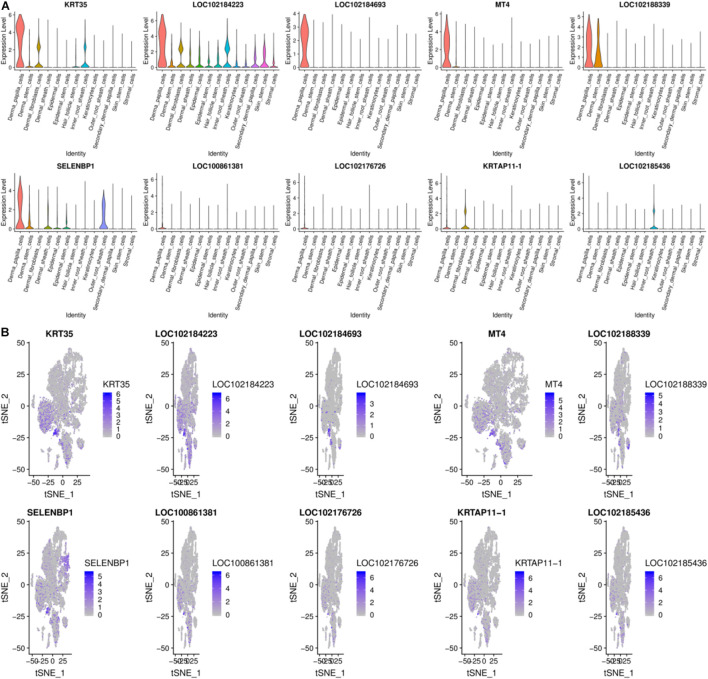
Gene expression profiling of DPCs. **(A)** Violin plots for expression of top 10 genes. **(B)** Relative expression levels of top 10 genes on the t-SNE plots.

Recently, research in this field has indicated that hair type can be determined by SDPCs. In SDPCs, the top10 up-expression genes are exhibited in Figures 6A,B. Of note, *COL1A1*, *COL1A2*, *COL3A1*, *S100A4*, *VIM*, *CRABP2*, *CCDC80*, *ACTG2*, *CCL26*, and *CXCL12* are solely abundant in SDPCs. 

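Of these 10 genes, 8 were highest in the SDPC-matched cluster. COL1A1 was at 43 in CT-LCG (95% interval 41.2 to 44.9) and 77.6 in FT-LCG (75.5 to 79.7) UMIs per 10000, COL1A2 at 36.5 in CT-LCG and 58.3 in FT-LCG and COL3A1 at 19.2 in CT-LCG and 33.2 in FT-LCG. For COL1A1 the second cluster was the largest one, at 0.254 in CT-LCG and 0.267 in FT-LCG. CRABP2 was at 5.64 in CT-LCG and 2.79 in FT-LCG, CCL26 at 1.41 in CT-LCG and 3.52 in FT-LCG and CXCL12 at 1.51 in CT-LCG and 2.47 in FT-LCG. ACTG2 differed most of these genes between the libraries, at 0.491 in CT-LCG (95% interval 0.314 to 0.730) and 9.81 in FT-LCG (9.07 to 10.6), and by the thinned levels and the mean over cells the outer root sheath or bulge-like cluster was higher in it. With 20 principal components ACTG2 was not highest in the matched cluster either. VIM was at 72.0 in CT-LCG and 53.1 in FT-LCG in the SDPC-matched cluster and came after the macrophage or dendritic-like, endothelial-like, mast cell-like and T cell-like clusters.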

*COL1A2*, *COL3A1*, and *CCDC80* are reported to be differentially expressed in different cashmere fibers (Zheng et al., 2019). Furthermore, the expression of *S100A4* was the highest in SDPCs, which may involve Yangtze River Delta white goat hair growth (Li et al., 2013). Also, *NFKBIA* is highly enriched in SDPCs, which may play an important role in cashmere growth (Jin et al., 2018; Zheng et al., 2019). Similarly, *CRABP1*, a constant marker of DPCs, has a high expression in SDPCs and expresses throughout all stages of hair cycling (Driskell et al., 2012). 

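S100A4 was at 42.6 in CT-LCG (95% interval 40.8 to 44.5) and 70.5 in FT-LCG (68.5 to 72.6) UMIs per 10000 in the SDPC-matched cluster. It ranked second to the T cell-like cluster, at 57.8 in CT-LCG and 111 in FT-LCG, and the macrophage or dendritic-like cluster came next, at 37.2 in CT-LCG and 34.9 in FT-LCG. Without Harmony, with 20 principal components and with 3000 variable genes, the SDPC-matched cluster was the highest.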

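NFKBIA was at 7.87 in CT-LCG (95% interval 7.10 to 8.70) and 10.6 in FT-LCG (9.86 to 11.5) UMIs per 10000 in the SDPC-matched cluster, the lowest of the 13 ranked clusters by the mean of the libraries. The macrophage or dendritic-like cluster was the highest, at 59.6 in CT-LCG (95% interval 55.9 to 63.4) and 37.2 in FT-LCG (36.2 to 38.2), followed by the basal epidermal-like cluster, at 30.6 in CT-LCG and 29.4 in FT-LCG.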

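CRABP1 was highest in the SDPC-matched cluster, at 5.66 in CT-LCG (95% interval 5.02 to 6.37) and 2.79 in FT-LCG (2.40 to 3.22) UMIs per 10000. The T cell-like cluster was second, at 1.19 in CT-LCG and 0.248 in FT-LCG. After thinning to 1000 UMIs, 29.0% of the SDPC-matched cells in CT-LCG (20.4 to 38.9%) and 15.1% in FT-LCG (9.33 to 22.5%) had a CRABP1 UMI, against 0% and 0% in the granular layer-like cluster. Before thinning the SDPC-matched shares were 45.2% and 23.6%.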

To further excavate the critical genes regulating cashmere fineness, enrichment was analyzed in SDPCs. A total of 848 GO terms were significantly enriched; as expected, hair follicle morphogenesis, hair follicle development, and intermediate filament cytoskeleton were significantly enriched GO terms. The top 20 differentially expressed GO terms are shown in Figure 6C. The top 20 pathways by KEGG analysis were significantly enriched, such as PI3K-Akt, TGF beta, and WNT signaling pathways (Figure 6D). *BMP3*, *BMP4*, *BMP7*, *FGF7*, *FGF2*, *COL1A1*, *IGF1*, and *WNT5A* enriched these pathways.

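The pathway enrichment was not run here. Each of these 8 genes had its highest level in the SDPC-matched cluster. BMP3 was at 2.45 in CT-LCG and 0.366 in FT-LCG UMIs per 10000, BMP4 at 0.531 in CT-LCG and 0.549 in FT-LCG, BMP7 at 2.11 in CT-LCG and 0.305 in FT-LCG, FGF7 at 0.184 in CT-LCG and 1.23 in FT-LCG, FGF2 at 1.35 in CT-LCG and 0.198 in FT-LCG, IGF1 at 3.11 in CT-LCG and 0.899 in FT-LCG and WNT5A at 1.51 in CT-LCG and 0.716 in FT-LCG. BMP3, BMP7, FGF2, IGF1 and WNT5A were higher in CT-LCG and FGF7 in FT-LCG, each from fewer than 200 UMIs per library. BMP3 was among the 10 leading genes of a sub-cluster that held 59.6% of the CT-LCG and 17.1% of the FT-LCG cells. A different mix of cells may thus add to such differences.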

**FIGURE 6:**
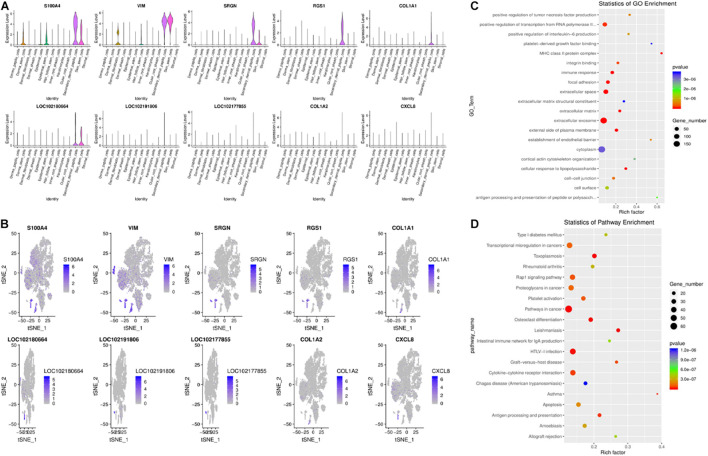
Gene expression profiling of SDPCs. **(A)** Violin plots for expression of top 10 genes. **(B)** Relative expression levels of top 10 genes on the t-SNE plots. **(C)** Top 20 significantly enriched GO terms. **(D)** Top 20 KEGG pathways.

To explore differential genes in the development period, we took a closer look at cell trajectory analysis of DPCs and SDPCs, respectively. Trajectory analysis provided the development process and five differentiation states in DPCs (Figures 7A,B). 

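At the main resolution the cells ordered as DPCs are the T cell-like cells, and at 0.7 the hair cortex or matrix-like cells, each starting from the cell highest in KRT14. Over the 99 T cell-like cells, KRT10 had a mean of 8.80 thinned UMIs in bin 1, 11.8 in bin 2 and 2.00 in bin 10, and KRTDAP 1.50, 3.60 and 0.444. CST6 and DMKN were also highest in bin 2, at 3.30 and 1.30, and were at 0.444 and 0.222 in bin 10. KRT35 had 4 thinned UMIs and MT4 had 7 over these cells, too few for a course. Over the 344 hair cortex or matrix-like cells, KRT35 was at 1.54 in bin 1, 7.15 in bin 7 and 7.88 in bin 10, its highest, and MT4 rose from 0.714 to 7.94. KRT10 was at 4.89 in bin 1 there, 1.20 in bin 4 and 4.06 in bin 6.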

*CST6*, *KRT10*, *KRTDAP*, and *DMKN* decreased first, then rose and fell at DPCs (Figures 7C,D), and yet *KRT35* and *MT4* were momentarily up-regulated and then down-regulated. *SOX4* and *CEBPB* were continually up-regulated, and *KRT14* and *KRT1* were down-regulated. 

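Over the T cell-like cells, KRT14 fell from a mean of 8.90 thinned UMIs in bin 1 to 0.667 in bin 10, and KRT1 from 7.60 to 1.11. The start was set at the cell highest in KRT14, so the fall of KRT14 is partly fixed by the start. SOX4 had 18 thinned UMIs in all, and CEBPB was highest in bin 1 and at 0.222 in bin 10. Over the hair cortex or matrix-like cells, SOX4 went from 0.314 to 0, CEBPB from 0.543 to 0.500 and KRT14 from 4.23 to 3.12. Of the 6 genes with a stated course, 4 had it over the T cell-like cells, KRT35 and MT4 with their few UMIs among them, and 1 over the hair cortex or matrix-like cells.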

Cell trajectory analysis demonstrated a total of five states in SDPC development stages (Figures 8A,B). 

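Over 226 cells of the SDPC-matched cluster, ordered from the cell highest in COL1A1, CXCL8 had 16 thinned UMIs, and it was highest in bin 9, at a mean of 0.591 against 0.0435 in bin 1. CD34 was at 0.261 in bin 1, 0.217 in bin 4 and 0 in bin 10. Since Figure 8C includes genes of immune cells, an order of the SDPC-matched cluster pooled with the macrophage or dendritic-like, mast cell-like and T cell-like clusters, 552 cells, was added after the data had been seen. In it CXCL8 was at 0.0179 in bin 1, 5.20 in bin 8 and 0 in bin 10.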

*CXCL8* and *CD34*, after a transient period of stability, began to down-regulate (Figure 8C). 

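From bin 1 to bin 10 of the SDPC-matched cells, the mean of COL1A1 fell from 34.0 to 0.0909 thinned UMIs, that of COL1A2 from 28.2 to 0.0909 and that of COL3A1 from 17.1 to 0. The order starts from the cell highest in COL1A1, so part of this fall is fixed by the start. The platelet factor gene PF4, which encodes CXCL4, is not among the features of the matrix. SRGN had 0 thinned UMIs in this cluster, NFKB1 was at 0 in bin 1 and 0.0909 in bin 10, and RGCC at 0.217 and 0.227. Over the cells pooled with the immune-like clusters, SRGN rose from 0 in bin 1 to 5.33 in bin 10, NFKB1 from 0.107 to 2.38 and RGCC from 0.161 to 2.87. Of the genes with a stated course, 5 of 7 had it over the SDPC-matched cells, with NFKB1 among them from 16 thinned UMIs. Without Harmony it was 6 of 7 over the SDPC-matched cells. Over the pooled cells it was 7 of 8. Immune-like cells made up 0% of the pooled cells in bins 1 to 4, 92.7% in bin 5 and 100% in bin 10. The courses over the pooled cells thus cannot be told apart from the change of cell type along that order.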

Notably, *CXCL4*, *COL1A1*, *COL1A2*, and *COL3A1* were continually downregulating, and *SRGN*, *NFKB1*, and *RGCC* showed late specific expression (Figure 8D). As expected, GO analysis showed that DPCs and SDPCs both significantly enriched *KRT14, CXCL4*, and *COL1A1* in the development process, and with the development of a pseudo-timeline on the axis, these genes involved in the development were down-regulated. *KRT35*, *SRGN*, and *NFKB1* showed specific expressions in development later. 

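The Spearman rho of the mean level with the bin number was 0.244 for NFKB1 over the SDPC-matched cells. Over the pooled cells, where the late bins hold immune-like cells, it was 0.919 for SRGN and 0.924 for NFKB1. For KRT35 it was -0.405 over the T cell-like cells and 0.661 over the hair cortex or matrix-like cells. SRGN was highest by cluster in the mast cell-like cluster, at 51.1 in CT-LCG and 21.2 in FT-LCG UMIs per 10000, as was NFKB1, at 19.8 in CT-LCG and 12.6 in FT-LCG.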

*CXCL4*, *COL1A1*, *KRT14*, and *KRT35* may be the key candidate genes for regulation DPCs and SDPCs.

**FIGURE 7:**
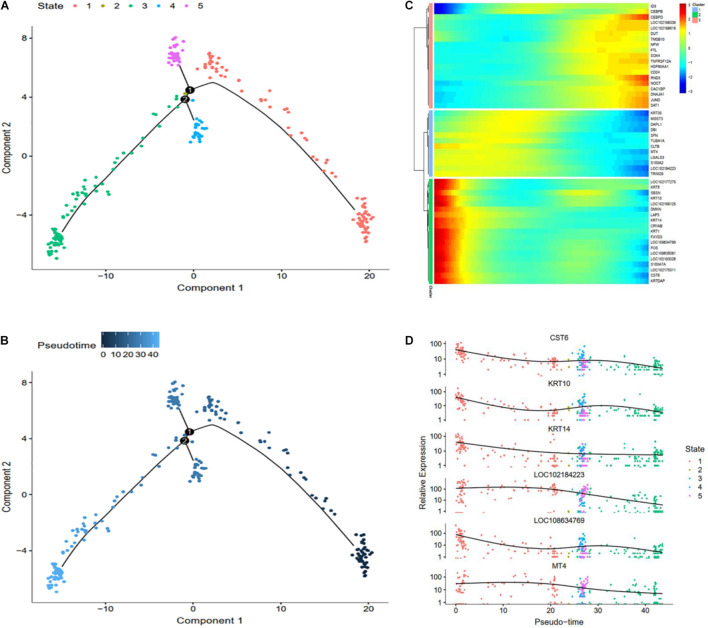
Cell trajectory analysis in DPCs of goat skin. **(A)** Monocle 2 cell trajectory of goat DPCs. **(B)** Pseudo-time is displayed in a dark to light blue gradient and indicates the start of pseudo-time. **(C)** Clustering of top 50 genes exhibiting in DPCs. **(D)** Expression levels of six responsive genes in DPCs. *X*-axis represents pseudo-time, *Y*-axis represents gene expression levels.

**FIGURE 8:**
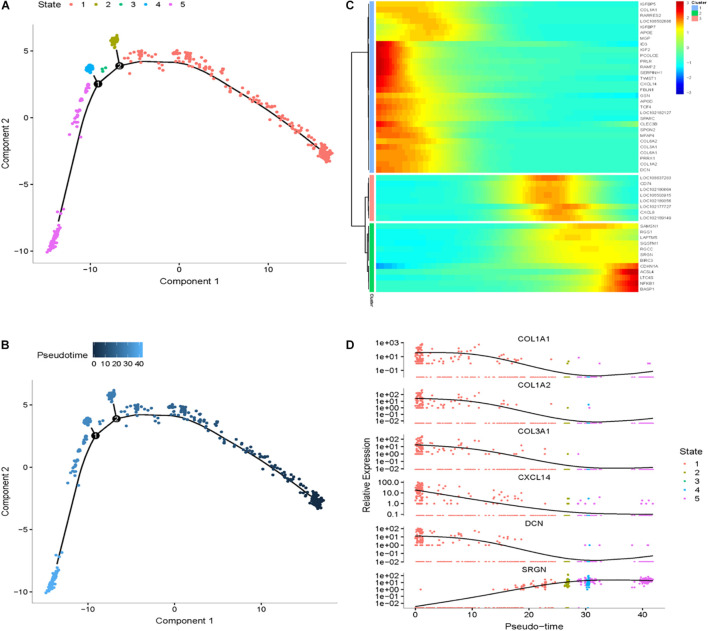
Cell trajectory analysis in SDPCs of goat skin. **(A)** Monocle 2 cell trajectory of goat DPCs. **(B)** Pseudo-time is displayed in a dark to light blue gradient and indicates the start of pseudo-time. **(C)** Clustering of top 50 genes exhibiting in SDPCs. **(D)** Expression levels of six responsive genes in DPCs. *X*-axis represents pseudo-time, *Y*-axis represents gene expression levels.

### Analysis and Verification of Genes Difference in Secondary Hair Follicle Dermal Papilla Cells of CT-LCG and FT-LCG

IF results of COL1A1 in FT-LCG and CT-LCG skin tissues (200x) (Figure 9). A total of 16,601 genes were found in SDPCs of two samples (Figure 10A), and there are 15 representative DEGs between CT-LCG and FT-LCG exhibited in Figure 10B. 

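In the SDPC-matched cluster 15091 genes had at least 1 UMI over both libraries, from 489198 UMIs in 104 CT-LCG cells and 656247 UMIs in 140 FT-LCG cells. Under the other clusterings set before the data were examined the number lay between 14117 and 15109, and with cells thinned to 1000 UMIs it was 12229. Pooled with the 3 immune-like clusters, an alternative added after the data had been seen, it was 16882. Clustered on their own, the SDPC-matched cells formed 4 sub-clusters. A fibroblast-like one held 7.69% of the CT-LCG cells (95% interval 3.38 to 14.6%) and 22.1% of the FT-LCG cells (15.6 to 29.9%). A sub-cluster led by the melanocyte genes MLANA and PMEL, with the smooth muscle gene ACTG2 and KRT8, held 24.0% and 37.9%. An unnamed one with CXCL13, RSPO3 and WIF1 held 59.6% and 17.1%, and an unnamed one with RGS5 held 8.65% and 22.9%. The sub-clusters thus made up different shares of the cluster in the 2 libraries.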

*TCHH*, *S100A8*, and *IGF2* were highly expressed in CT-LCG, and CD74, CCL27, *COL1A1*, and *CXCL8* were highly expressed in FT-LCG. 

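Within the SDPC-matched cluster, the log2 ratio of FT-LCG over CT-LCG, in UMIs per 10000, was -1.96, from 128 UMIs in CT-LCG and 44 in FT-LCG, for TCHH. For S100A8 it was -2.15, from 73 UMIs in CT-LCG and 22 in FT-LCG. For IGF2 it was -1.87, with 11.3 per 10000 in CT-LCG (10.4 to 12.3) and 3.09 in FT-LCG (2.68 to 3.55). COL1A1 had a log2 ratio of 0.85, with 2103 and 5091 UMIs, and CCL27 one of 1.26, with 18 and 58. CXCL8 had 4.08, from 4 UMIs in CT-LCG and 91 in FT-LCG, which lay in 8 of its 140 cells, with 86 of the UMIs in the sub-cluster with MLANA and ACTG2. Few cells decide this value: with another random seed the FT-LCG cells of the cluster were 136 with 7 CXCL8 UMIs, and the log2 ratio was 0.44. It was between 0.65 and 1.66 with the named genes included, without Harmony, with 20 principal components, with 3000 variable genes and among cells with at least 1000 genes. Under these 6 alternatives the ratio rests on 2 to 4 UMIs in CT-LCG and 5 to 7 in FT-LCG, and the 95% intervals of the libraries overlap in each. At the resolution of 0.7 the ratio of CXCL8 was 4.07, and without the highest Scrublet scores 4.16. For CD74 the ratio was 2.16, but it rests on 1 UMI in CT-LCG (0.000518 to 0.114 per 10000) and 6 in FT-LCG (0.0336 to 0.199), with overlapping intervals. All 7 directions were those the paper gives.
Shares of cells with a UMI did not follow these ratios for COL1A1 and CXCL8. After thinning to 1000 UMIs, which left out 4 CT-LCG and 14 FT-LCG cells of the SDPC-matched cluster, 41.0% (31.3 to 51.3%) of its cells in CT-LCG and 38.1% (29.6 to 47.2%) in FT-LCG had a COL1A1 UMI. Before thinning, at medians of 4194 and 3965 UMIs, the shares were 74.0% and 50.0%. In the granular layer-like cluster (medians of 23439 and 15057.5 UMIs, 1 and 10 cells left out) they were 0.380% and 0 of 672 cells after thinning. For CXCL8 the shares after thinning were 2.00% (0.243 to 7.04%) in CT-LCG and 1.59% (0.193 to 5.62%) in FT-LCG, from 2 cells each, against 0.760% and 0.446% in the granular layer-like cluster, and before thinning they were 3.85% and 5.71%. For TCHH and S100A8 the endothelial-like cluster, which should lack them (medians of 1861 and 2863 UMIs, 8 and 18 cells left out), went the same way as the SDPC-matched cluster by these shares. By levels TCHH went the other way there, with 78 UMIs in CT-LCG and 7005 in FT-LCG, a log2 ratio of 4.33, and S100A8 the same way, with 51 and 4. After thinning, TCHH had a UMI in 25.0% (16.9 to 34.7%) of the SDPC-matched cells in CT-LCG and 11.1% (6.21 to 17.9%) in FT-LCG, and in 42.6% (28.3 to 57.8%) and 11.7% (6.82 to 18.3%) of the endothelial-like cells. S100A8 had one in 19.0% (11.8 to 28.1%) and 0.794% (0.0201 to 4.34%) of the SDPC-matched cells, and in 31.9% (19.1 to 47.1%) and 0.730% (0.0185 to 4.00%) of the endothelial-like cells. Before thinning the endothelial-like shares were 72.7% and 25.8% for TCHH and 54.5% and 2.58% for S100A8, and the SDPC-matched shares 63.5% and 23.6% for TCHH and 48.1% and 7.86% for S100A8.
Subtracting free RNA moved the count of directions most, from 7 to 4 of 7: it set S100A8 to a log2 ratio of at least 2.13 and CCL27 to -3.12, and left CD74 at the floor in CT-LCG. Within the MLANA and ACTG2 sub-cluster alone COL1A1 was at -1.35, from 17 UMIs in CT-LCG and 29 in FT-LCG. In the other sub-clusters COL1A1 went the paper's way. It was at 1.67 in the one with CXCL13, 0.79 in the one with RGS5 and 0.14 in the fibroblast-like one. The last 2 have 9 and 8 cells in CT-LCG. Most CXCL8 and CD74 UMIs lay in the macrophage or dendritic-like cluster, which held 78.2% of those of CD74, and within it both genes were higher in CT-LCG, with log2 ratios of -1.78 and -1.75. With that cluster and the other immune-like clusters pooled into the SDPC-matched one, the ratios were 0.37 for CXCL8 and 0.35 for CD74. The paper proposes, from its sequencing and immunofluorescence together, that COL1A1 may have a part in skin development and CXCL8 in cashmere fineness.

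**Figure D2:**
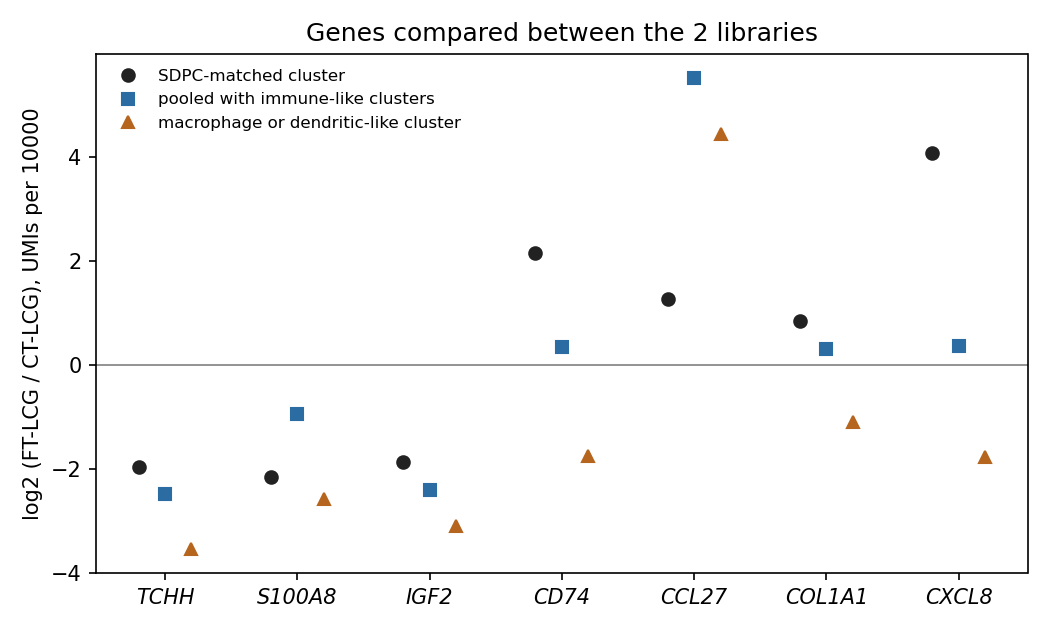
Log2 ratio of FT-LCG over CT-LCG, in UMIs per 10000, for the 7 genes in 3 groups of cells. Circles are the SDPC-matched cluster, squares that cluster pooled with the immune-like clusters and triangles the macrophage or dendritic-like cluster. Each point compares 1 library with 1 library, so no error bar is drawn. CXCL8 lies at 4.08 in the SDPC-matched cluster and at -1.78 in the macrophage or dendritic-like cluster, and the first of these values depends on few cells.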

To further excavate the critical genes regulating cashmere fineness, enrichment was analyzed in SDPCs. There are 48 and 45 significant pathways in CT-LCG and FT-LCG. CT-LCG are mainly enriched to the Jak-STAT, TGF-beta, and PI3K-Akt signaling pathways (Figure 10C), and FT-LCG is also enriched in the TGF-beta signaling pathway (Figure 10D). *COL1A1* is enriched in the PI3K-Akt signaling pathway, and *CXCL8* enriched to the NF-kappa B signaling pathway, which is reported to may be related to cashmere. 

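Over the 1686 genes with at least 100 UMIs in the SDPC-matched cluster, the median log2 ratio of FT-LCG over CT-LCG was -0.02. The 5 genes with the largest ratio towards FT-LCG were OTOR (7.48), LOC102171556 (5.74), LOC102180443 (5.62), COCH (5.58) and KRT8, which had 0 UMIs in CT-LCG and a bound of at least 5.56 from 3 counts. LOC102180443 was higher in FT-LCG in each of the 13 ranked clusters, not in these cells alone. Towards CT-LCG they were IGFBP3 (-4.98), PENK (-4.42), RAMP2 (-4.15), LOC102184834 (-3.46) and PRLR (-3.45). LOC102171556 and KRT8 were among the 10 leading genes of the sub-cluster with MLANA and ACTG2. Without Harmony their log2 ratios were -1.44 and -0.44, and with 20 principal components that of LOC102171556 was -0.25, each from 2 to 6 UMIs per library with overlapping intervals. With 1 library per type, the number of genes that differ between the types was not counted, and the paper's pathway enrichment was not run here.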

We found that there were significant differences in the highly expressed genes and enrichment pathways in CT-LCG and FT-LCG.

**FIGURE 9:**
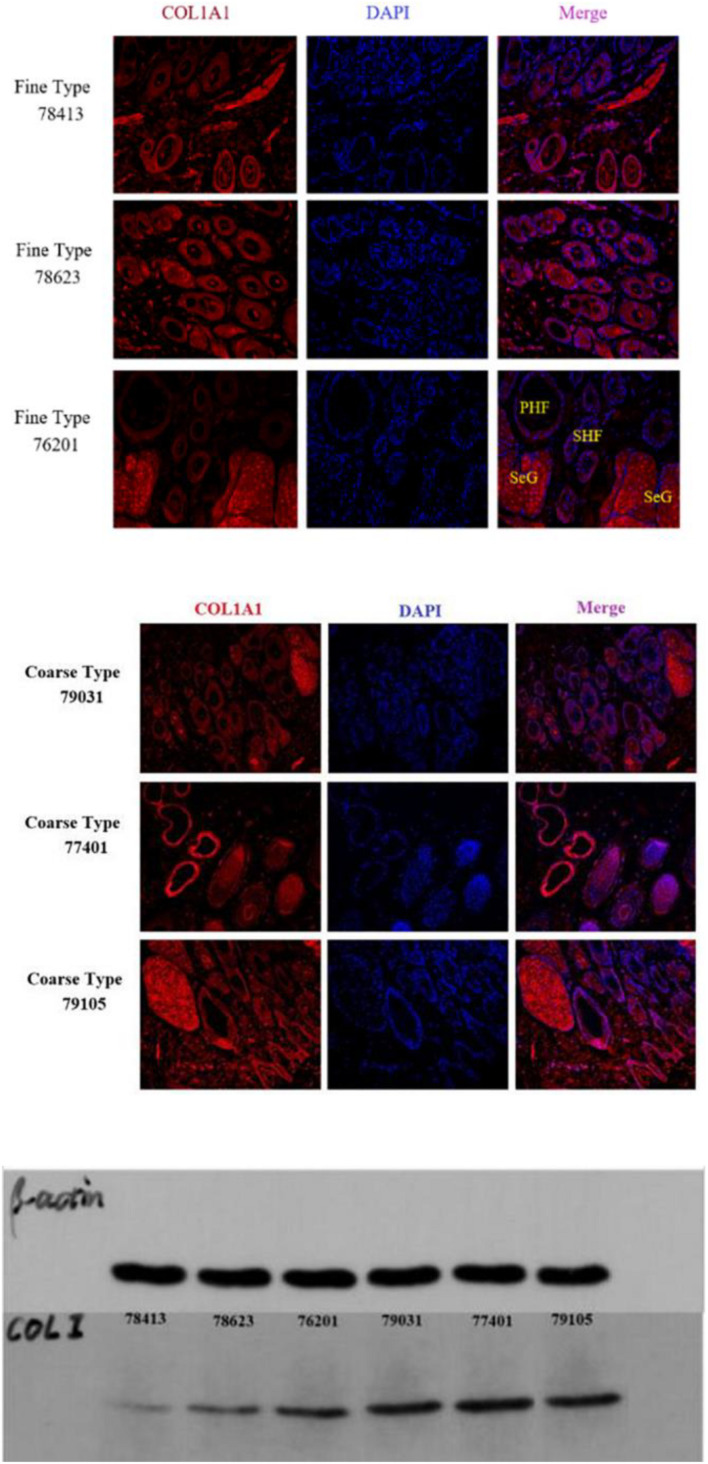
IF results of *COL1A1* in FT-LCG and CT-LCG skin tissues (200x).

**FIGURE 10:**
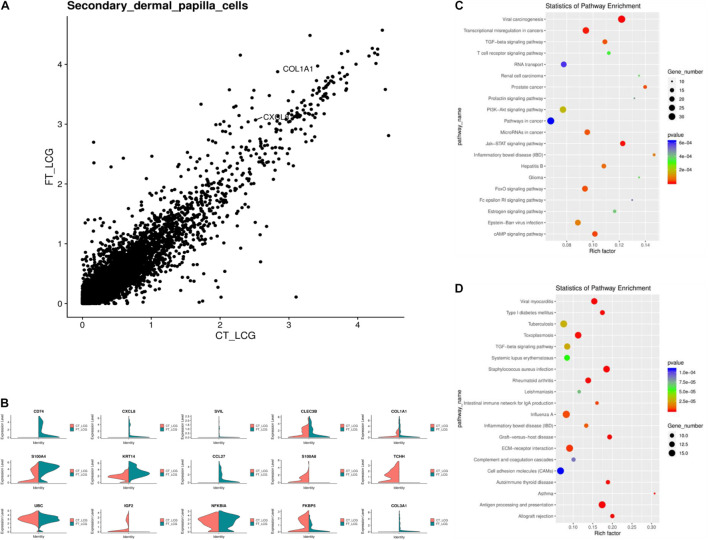
Analysis of DEGs between CT-LCG and FT-LCG SDPCs. **(A)** Scatterplot of DEGs in SDPCs. **(B)** Top 20 up-expressed genes in SDPCs. Red: CT-LCG; Green: FT-LCG. **(C)** KEGG analysis in CT-LCG. **(D)** KEGG analysis in FT-LCG.

We identified ACTA2 (α-SMA) as a marker gene of SDP cells by IF, and α-SMA protein was almost exclusively expressed on secondary hair follicles as shown in Figure 11. Meanwhile, we also chose COL1A1 and CXCL8 as marker genes of SDP cells. To further determine the relationship between these genes and cashmere fineness, we validated COL1A1 and CXCL8 in SDPCs by IF assay. We conducted IF tests on the skin of three kinds of coarse hairs and three kinds of fine hairs of Liaoning cashmere goats. The differential expressions of COL1A1 in coarse- and fine-type skin indicate that the number of SHFs in fine skin is more distributed, arranged tightly, and with smaller cashmere diameter, and the number of SHFs in coarse skin is less distributed, arranged sparsely, and with larger cashmere diameter (Figure 12). Wang shows that COL1A1 has differences in CT-LCG and FT-LCG (Jin et al., 2018). In the results of IF, the nucleus is blue, and the target protein is green. PHF is the primary hair follicle, and SHF is the secondary hair follicle, which is the place where cashmere grows. SeG is sebaceous glands. They form the hair follicle cluster. The SDPCs existed in the SHFs. CXCL8 is the DEG of CT-LCG and FT-LCG screened by us. The results show that the expression level of CXCL8 (IL-8) protein in CT-LCG was lower than that in FT-LCG (Figure 13). The results of fine and coarse fluorescent immunoassays are presented below. From the results, we can see that the results of IF are consistent with the results of single-cell sequencing.

**FIGURE 11:**
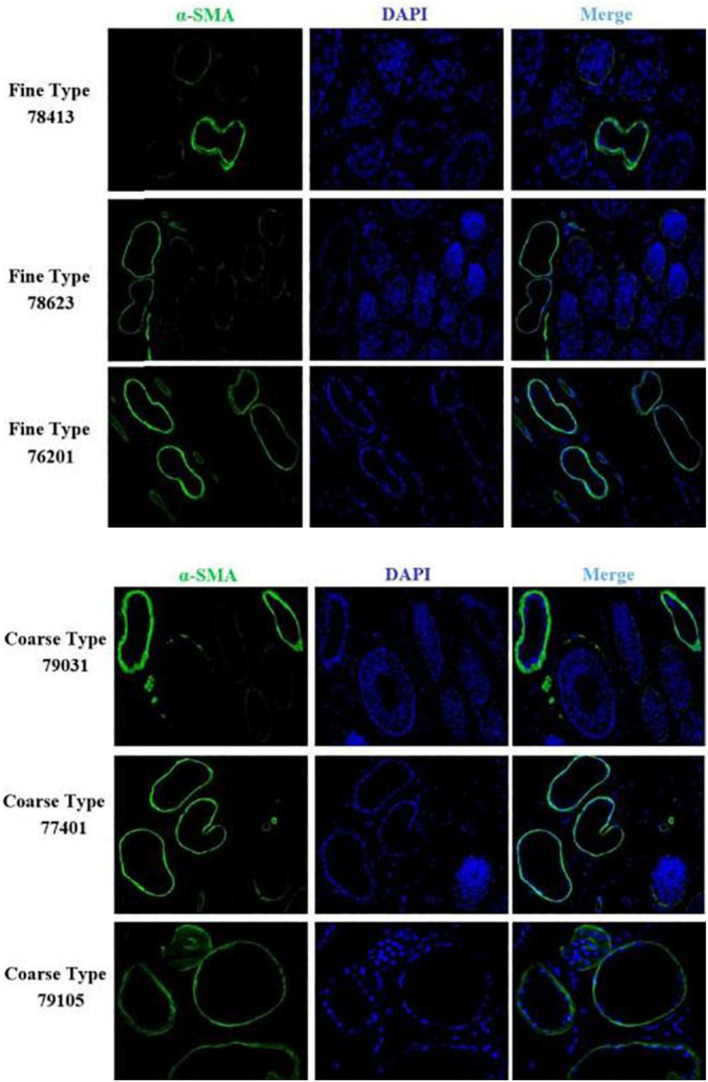
IF results of *ACTA2* (*α-SMA*) in FT-LCG and CT-LCG skin tissues (200x). *ACTA2* is basically expressed in SHFs.

**FIGURE 12:**
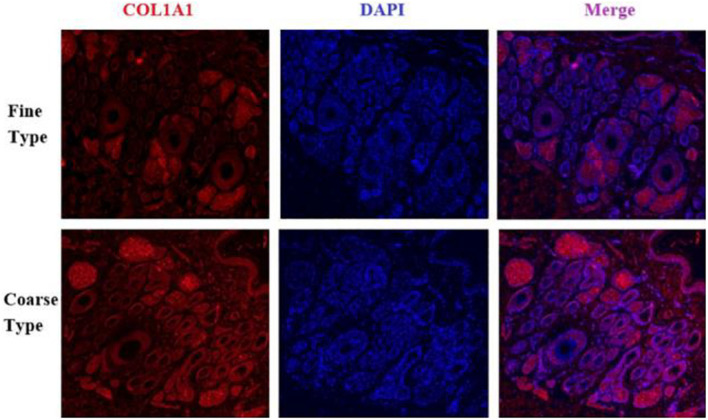
IF results of *COL1A1* in FT-LCG and CT-LCG skin tissues (40x).

**FIGURE 13:**
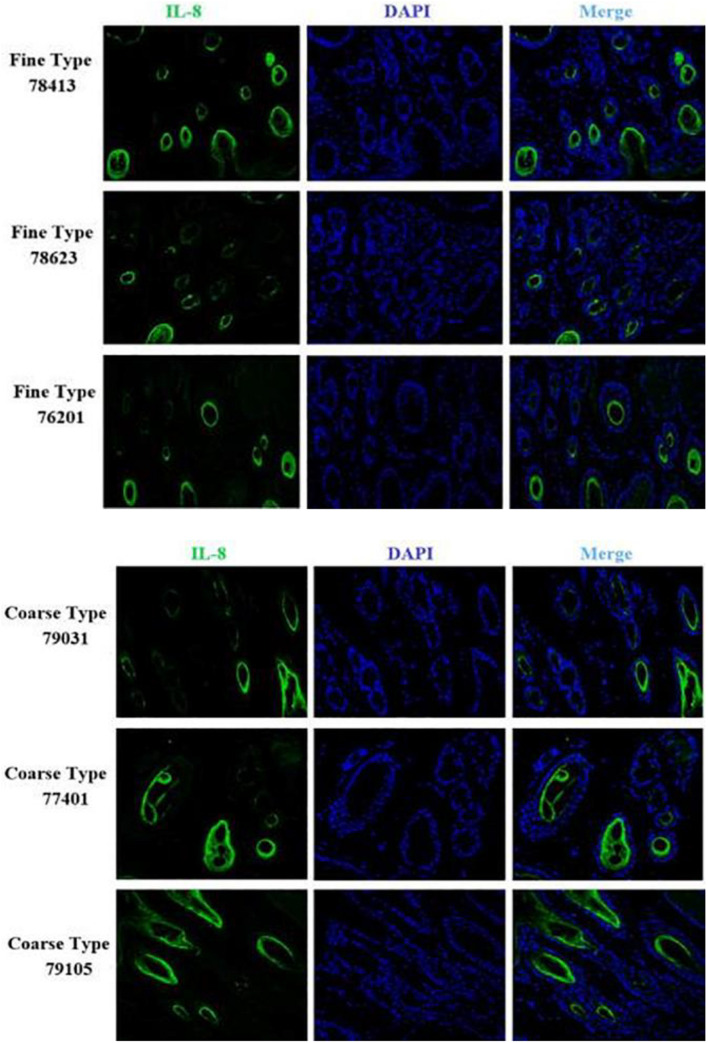
IF results of *CXCL8* in FT-LCG and CT-LCG skin tissues (200x).

The optical density (OD) value of protein standard was measured at the wavelength of 568 nm, and the standard curve was established. The regression equation and variance coefficient were *y* = 0.6965*x* + 0.0141 and *R*^2^ = 0.997. Meanwhile, the results of electrophoresis show that the expression level of ACTA2 (α-SMA) and CXCL8 in CT-LCG was lower than that in FT-LCG as shown in Figure 14.

**FIGURE 14:**
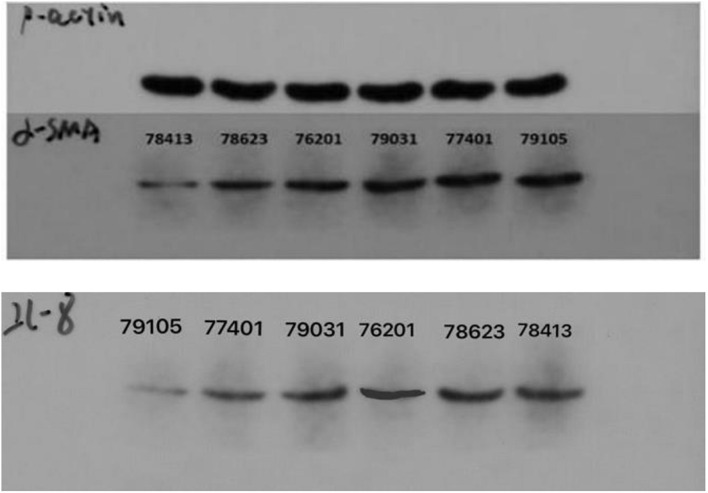
The electrophoretogram of *ACTA2 (α-SMA)* and *CXCL8 (IL-8)* at CT-LCG and FT-LCG.

## Discussion

Cashmere goats mainly produce cashmere fiber, which plays an indispensable role in the textile industry. Cashmere fineness, the characteristic of natural quality, is a very important evaluation index in cashmere production. The study on cashmere diameter is the core issue of cashmere industry development. However, research on the fineness of cashmere is limited, and there is almost no research on the cellular level. The development of sscRNA-seq not only enriches the research methods of identifying cell types in cashmere goat skin, but also provides more candidate genes for hair formation regulation. Previous studies use single cell sequencing technology to reveal the molecular signatures of human, mouse, and other animals (Guo et al., 2018; Tepe et al., 2018; Fan et al., 2019; Zhang et al., 2020).

Here, we use single-cell sequencing to recognize 13 clusters of cells in Liaoning cashmere goat skin, including DPCs, SDPCs and stromal cells. We detected highly expressed genes in every cell type, and the development process of goat skin was studied by cell trajectory analysis. Differential gene expression profiles of 13 clusters provide a unique opportunity to identify positive markers to study the function of rare and insufficient cashmere goat skin. Then, we identified 31 modules in 13 types of cells through WGCNA, and the blue module was the most significant one in the SDP related to cashmere growth. Finally, we identified 16,601 genes, and 15 typical DEGs were screened in SDPCs between CT-LCG and FT-LCG, and *COL1A1* and *CXCL8* were verified. Our current study provides the first step to fill in the knowledge gaps about the characteristics of skin cell types in cashmere goats.

The cell trajectory analysis of cashmere goat skin is divided into 15 stages and seven nodes. With the development of the time axis, *KRTAP11-1*, *KRTDAP*, and *TCHH* play a role in early development, and *KRT5*, *PPS7*, and *RPL5* play a role in development later. The results show that most of these genes were active in the later stage of skin development. GO analysis enriched to intermediate filament and keratinization, and KEGG pathway analysis mainly enriched to WNT, TGF beta, and PI3K-Akt signaling pathways, indicating that these genes may relate to cashmere formation and development. The WGCNA results have enriched 31 modules in total, and we have carried out network analysis on four modules. *COL1A1*, *CCDC80*, *HOXA13*, *NFKBIE*, *CCL24*, *KRT3*, *KRT4*, *KRT19*, *KRT38*, *NFIB*, and *LHX2* are the key genes in the co-expression analysis module. *COL1A1* is an important gene of the result of pseudo-time analysis and WGCNA in SDPCs of cashmere goat, which may be related to cashmere formation. In the clustering analysis and cell trajectory analysis, we removed batch effects by harmony.

Dermal papilla cells act as a relay station to transmit the effects of hormones and other molecules produced locally or systematically on hair growth (Paus et al., 2014), which also can instruct the activity of follicular keratinocytes to reshape hair follicles and produce a new hair shaft. Also, previous studies demonstrate that the induction characteristics of DPCs play a key role in morphogenesis, development, and hair formation of hair follicles and regulates the hair growth cycle after birth (Yang and Cotsarelis, 2010; Driskell et al., 2012). It is well known that some characteristic molecules are considered as classic signs to evaluate the induction characteristics of DPCs, such as *HSPC016*, *Wnt10b*, *BMP6*, and *Wnt5a* (Hu et al., 2010; Yang and Cotsarelis, 2010; Ouji et al., 2012; Song et al., 2012). However, their roles in the regulation of DPC secretion and their molecular mechanisms are still unclear. In our study, we observed that *KRT35*, *KRTAP11-1*, and *KRTAP3-1* have unique expressions in DPCs. *SOX2*, *WNT10b*, *HOXC8*, and *RSPO1* also have high expressions in DPCs. *SOX2* is a specific marker gene in DPCs and its restricted expression in guard (Driskell et al., 2012). *Wnt10b* can accelerate the proliferation of DPCs and also has a potent ability to maintain *VERSICAN* expression in DPCs and sustained hair follicle (Ouji et al., 2012). Additionally, Ma defined 25 core signatures of cashmere goat DPCs, such as *HOXC8* and *RSPO1* (Ma et al., 2019).

Recently, a considerable number of genes have been identified that might be involved in reconstruction and development of cashmere goat SHFs. Wang reports some genes, such as *HOXC13*, *SOX9*, *JUNB*, *LHX2*, and *GATA3*, involved in hair follicle differentiation through selective expression in embryonic day 120 (Wang et al., 2020). In recent years, studies about cashmere goat SDPCs have increased (Geng et al., 2013; Mitoma et al., 2014; Liu et al., 2016; Yang et al., 2017); however, little information was available associated with the development and cashmere fineness of Liaoning cashmere goat SDPCs. In our investigations, we demonstrate that some genes exhibited significantly different expressions in SDPCs, such as *COL1A1*, *COL3A1*, and *CCDC80*. *S100A4* had the highest enrichment in SDPCs, which were discovered in the human hair follicle DPCs (Mitoma et al., 2014). In addition, we identified 15 DEGs in two kinds of fiber fineness Liaoning cashmere goat skin, and *CXCL8* had a significant difference in SDPCs of CT-LCG and FT-LCG. SDPCs play an important role in the growth and density of cashmere.

In conclusion, we identified 13 kinds of cells and DEGs in the skin of cashmere goats. The skin development of cashmere goats can be divided into 15 stages through the analysis of the cell trajectory. According to the network constructed by WGCNA, 31 modules were determined, and four modules were selected for detailed analysis, among which the genes in the blue module were the most significant in SDPCs. The results of scRNA-seq and IF demonstrate that *COL1A1* may act in the regulation skin development, and *CXCL8* may regulate cashmere fineness in Liaoning cashmere goats. Furthermore, our study provides valuable resources for the identification of a cell map of formerly unknown cashmere goats, which, in turn, will help to study the special contribution of cells to cashmere fiber.

### Potential Implications

Cashmere fineness is one of the important factors determining cashmere quality; however, our understanding about the cells that make up the cashmere fineness is limited. We identified the key genes regulating cashmere formation in cashmere goat skin by 10 × Genomics single-cell sequencing. These genes may be involved in regulating the fineness of cashmere in goat SDPCs, and our research will provide new insights into the mechanism of cashmere growth and cashmere fineness regulation by cells.

## Materials and Methods

### Tissue Dissociation and Preparation of Single-Cell Suspensions

The skin tissue of cashmere is taken from the scapularis of two healthy Liaoning cashmere goats from the Liaoning Animal Husbandry Research Institute. The cashmere fineness of the two goats is 17.19 and 14.3 μm. Place a sterile RNase-free culture dish containing an appropriate amount of calcium-free and magnesium-free 1 × PBS on ice, the tissue was transferred into the culture dish and cut into 0.5-mm^2^ pieces, the tissues were washed with 1 × PBS to remove as many nonpurpose tissues as possible, such as blood stains and fatty layers. Tissues were dissociated into single cells in dissociation solution (0.35% collagenase IV5, 2 mg/ml papain, and 120 units/ml DNase I) in a 37°C water bath with shaking for 20 min at 100 rpm. Digestion was terminated with 1 × PBS containing 10% fetal bovine serum (FBS, V/V), then pipetting 5–10 times with a Pasteur pipette. The resulting cell suspension was filtered by passing through 70–30 μm stacked cell strainer and centrifuged at 300 g for 5 min at 4°C. The cell pellet was resuspended in 100 μ l 1 × PBS (0.04% BSA) and added to 1 ml 1× red blood cell lysis buffer (MACS 130-094-183, 10×) and incubated at room temperature or on ice for 2–10 min to lyse the remaining red blood cells. After incubation, the suspension was centrifuged at 300 g for 5 min at room temperature. The suspension was resuspended in 100 μl Dead Cell Removal MicroBeads (MACS 130-090-101) to remove dead cells using Miltenyi^®^ Dead Cell Removal Kit (MACS 130-090-101). Then the suspension was resuspended in 1× PBS (0.04% BSA) and centrifuged at 300 g for 3 min at 4°C (repeat twice). The cell pellet was resuspended in 50 μl of 1× PBS (0.04% BSA). The overall cell viability was confirmed by trypan blue exclusion, which needed to be above 85%. Single cell suspensions were counted using a Countess II Automated Cell Counter and concentration adjusted to 700–1,200 cells/μl. All experimental procedures used in this study were approved and conducted according to the guidelines by the Laboratory Animal Management Committee of Shenyang Agricultural University; animal welfare number is 201806019.

### Chromium 10 × Genomics Library and Sequencing

Single-cell suspensions were loaded on to 10x chromium to capture single cells according to the manufacturer’s instructions of the 10X Genomics Chromium Single-Cell 3’ kit (V3). The following cDNA amplification and library construction steps were performed according to the standard protocol. Libraries were sequenced on an Illumina NovaSeq 6000 sequencing system (paired-end multiplexing run, 150 bp) by LC-Bio Technology Co. Ltd. (Hangzhou, China) at a minimum depth of 20,000 reads per cell.

### Bioinformatics Analysis

We used 10x Genomics official analysis software Cell Ranger^1^ to filter, compare, quantify, and identify the recovered cells, and finally get the gene expression matrix of each cell. Seurat^2^ was used for further cell filtration, standardization, and classification of cell subsets; DEG analysis of each subgroup; and marker gene screening. We performed cell filtration based on the number of genes expressed by cells (using the gene expression number 500 as the threshold). The filtering of low-quality cells uses the Seurat data analysis R package. Its functions include quality control, filtering, data standardization, principal component analysis (PCA), t-SNE differential gene analysis, etc. At the same time, it has the function of visualizing the analysis results (Butler et al., 2018). Seurat analyzed the DEGs in different cell populations by the bimod (McDavid et al., 2013) likelihood ratio statistical test to screen up-regulated genes in different cell populations.

To visualize the data, we further reduced the dimensionality of all 13,051 cells using Seurat and used t-SNE to project the cells into 2-D space. The steps include (1) using the LogNormalize method of the “Normalization” function of the Seurat software to calculated the expression value of genes; (2) PCA was performed using the normalized expression value. Within all the PCs, the top 10 were used to do clustering and t-SNE analysis. (3) To find clusters, select the weighted shared nearest neighbor graph-based clustering method. Marker genes for each cluster were identified with bimod with default parameters via the find all markers function in Seurat (version 3.1.1). This selects marker genes that are expressed in more than 10% of the cells in a cluster and average log (fold change) of greater than 0.26. For cell trajectory analysis, we used the Monocle analysis toolkit (Trapnell et al., 2014), and Monocle 2 analysis was used to order cells in pseudo-time. We use the default function to estimate the size factor and dispersion. We applied DDRTree for dimension reduction. To visualize all pseudo chronos genes that may regulate cashmere development, we cluster the regulation of genes according to time changes. GO^3^ and KEGG are the functions of Kyoto Gene and Genome Encyclopedia^4^ to analyze the function of differential genes. The results are displayed using a ggpl set analysis scatterplot. GO/KEGG Bioinformatic analysis was performed using the OmicStudio tools at https://www.omicstudio.cn/tool.

### Weighted Gene Correlation Network Analysis

The co-expression network was performed using the “WGCNA” R package for the filtered genes (Langfelder and Horvath, 2008). We use the pairwise Pearson coefficient to find the co-expression adjacency matrix of all genes in the weighting. The TOM matrix is used to estimate its connectivity in the network (Langfelder and Horvath, 2012). The co-expression network analysis of hub gene in modules was established by Cytoscape 3.5.1 software. Each node represents a gene associated with a different number of genes. The partition module uses the BlockWiseModules function in the WGCNA package. The main parameters are power = 9; merge cut height = 0.25; everything else is default; the network graph visualization uses the Export Network to Cytoscape function in the WGCNA package. The main parameter: threshold = 0.1, and the other parameters are the default parameters.

### Immunofluorescence

Skin tissue used for this test was derived from six Liaoning cashmere goats, including three fine-type goats and three coarse-type goats. The goat number of the three fine goats were 78,413, 78,623, and 76,201, and their cashmere fineness is 14.32, 14.69, and 14.77 μm, respectively. The goat number of the three coarse goats is 79,031, 77,401, and 79,105, and their cashmere fineness is 17.23, 17.63, and 17.91 μm, respectively. The skin tissues were fixed with 4% paraformaldehyde for 24 h, dehydrated with gradient alcohol, treated with xylene transparently, and embedded in paraffin. Slides were sliced by a Leica pathological slicer (Leica RM 2016 rotary slicer, Germany). The slides were put into a 40°C water bath pot for spreading. The anti-stripping glass piece is inserted into the water surface obliquely to remove the slice so that the slice is attached to the appropriate position of the slides. The slice was baked in a 60°C oven (Wuhan Junjie jk-6 biological tissue spreading and baking machine) for 3 h. The paraffin sections were successively put into xylene I (20 min) – xylene II (20 min) – xylene III (20 min) – anhydrous ethanol I (5 min) – anhydrous ethanol II (5 min) – 95% alcohol (5 min) – 90% alcohol (5 min) – 80% alcohol (5 min) – 70% alcohol (5 min), and then soaked in distilled water for 5 min. Microwave was used for antigen repair. The dewaxed and hydrated tissue sections are placed on the high temperature–resistant plastic section frame in the beaker (or repair box), and a proper amount of repair solution (0.01 M citric acid buffer, pH 6.0) is added in the beaker. The liquid surface should be soaked in the slides to a certain height. The microwave oven can first use high-grade heating to make the liquid boil. When heating to boiling, adjust it to the middle level and start timing; the repair time is 15 min. Take out the beaker from the microwave oven, put it into cold water to cool down, take out the glass slide when the repair solution drops to room temperature, wash it with PBS (pH 7.4) three times, each time for 3 min. Dry the slides with absorbent paper, draw a circle around the tissues with the brush of the immune group, drip diluted normal goat serum, and seal it at room temperature for 30 min to reduce nonspecific staining. Shake off the excess liquid, do not wash it, then drop the diluted first antibody, after adding the first antibody, incubate it in a 4°C wet box overnight (15 h). The sections were washed by BST three times for 3 min each time. After the sections were dried by absorbent paper, the diluted fluorescent secondary antibody was added. The slides were incubated in a wet box at 37°C for 1 h. The slides were washed by PBST four times, 3 min each time. The sections were washed by BST three times, 3 min each time. After the sections were dried by absorbent paper, the diluted fluorescent secondary antibody was added. The sections were incubated in a wet box at 37°C for 1 h. The sections were washed by PBST four times, 3 min each time. Primary antibody: collagen I (Wuhan doctoral Bioengineering Co., Ltd.), ACTA2 (Abcam), IL-8 (Abcam), dilution ratio is 1:100. Secondary antibody: fluorescence (Cy3) labeled Sheep anti rabbit IgG (Abcam), fluorescence (Cy3) labeling of Goat anti mouse IgG, dilution ratio is 1:100.

### Western Blot

The proteins in each group were extracted using the radio immunoprecipitation assay lysis buffer added with protease inhibitors. Then, quantification of protein was performed with a bicinchoninic acid Protein Assay Kit. The extracted protein supernatant was mixed with 5× sodium dodecyl sulfate (SDS)-polyacrylamide gel electrophoresis (PAGE) loading buffer (the volume ratio was 4:1) and put into boiling water for 10 min. Prepare electrophoresis gel, which consists of 6 ml 5% concentrated gum and 20 ml 12% separating gum, the former consists of 4.1 ml of H_2_O, 1.0 ml 30% Acrylamide, 0.75 ml 1.0 Mtris–HCl (pH6.8), 0.06 ml 10% SDS and 0.06 ml APS; the latter consists of 6.6 ml of H_2_O, 8.0 ml 30% Acrylamide, 5.0 ml 1.5 Mtris–HCl (pH8.8), 0.2 ml 10% SDS, 0.2 ml APS, and 0.008 ml TEMED. Fix the prepared glue on the electrophoresis tank and pour the electrophoresis solution into the storage tank. The prepared protein sample and marker were added into the sample hole with a micro sampler, and the total protein content of each sample was 40 μg. After adding the sample, first constant pressure 80 V electrophoresis was applied to the Bromphenol blue indicator at the junction between the concentrated and separation glue and changed to constant pressure 120 V to Bromphenol blue to the bottom of gel; this process is about 1.5 h. Take out the gel, cut the target strip according to marker, rinse with distilled water, cut the same size polyvinylidene fluoride (PVDF) film and filter paper with the PAGE gel, immerse the PVDF membrane with methanol for a few seconds, and immerse it in the electromigration buffer with the filter paper. According to the black plate – fiber mat – filter paper – gel – PVDF membrane – filter paper – fiber mat – white plate in good order, after clamping the plate into the rotating film instrument, black plate side contrast black negative pole. Fill the membrane transfer tank with electric fluid to start membrane transfer. The PVDF membrane was soaked in tris buffered saline tween (TBST; blocking solution) containing 5% skimmed milk powder and sealed in a shaker at room temperature for 2 h. The PVDF membrane was immersed in the primary antibody incubation solution and incubated overnight at 4°C. The antibodies are β-actin, Collagen I, ACTA2, and CXCL8. Their dilution is 1:1000. The PVDF membrane was fully washed by TBST five times, 5 min/time. Put up to three films in a dish, and pay attention to whether the film is attached to the dish wall or whether the films overlap during membrane washing. TBST was used to dilute the corresponding HRP labeled second antibody—1:50,000, and the PVDF membrane was immersed in the second antibody incubation solution and incubated in a shaker at room temperature for 2 h. The PVDF membrane was fully washed by TBST five times, 5 min/time. Mix the reinforcement solution and stable peroxidase solution of electrochemiluminescence reagent in the proportion of 1:1, drop the working solution onto PVDF membrane, react for several minutes, after the fluorescence band is obvious, use filter paper to absorb the excess substrate solution, cover with fresh-keeping film, press the X-ray film, then successively add the developing solution, fixing solution, and develop the film. Dry the film, scan the film, and analyze the gray value of the film with IPP. β-actin was used as a loading control.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: GEO GSE182474.

## Ethics Statement

The animal study was reviewed and approved by the Laboratory Animal Management Committee of Shenyang Agricultural University.

## Author Contributions

ZW and RW design the project. YYZ, YRW, TH, and RC carry out the experiment. YXZ, XD, XHZ, and DG provide resources. JS, WC, XJZ, MG, and YQ perform and isolate sample collection. YYZ, YRW, TH, YX, YZ, SG, CY, and ZB perform the bioinformatic analysis. HT, WW, YC, MB, and YF perform the soft. All authors reviewed the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

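Skin of 1 goat of the coarse type (CT-LCG) and 1 of the fine type (FT-LCG) was measured by single-cell RNA sequencing, with 1 library each. The deposited values are counts of UMIs per gene and barcode that the authors made with Cell Ranger, without normalization, with both libraries in 1 matrix. The file header names the version of Cell Ranger. The genome build and the annotation are not given in the sources used here. The authors also deposited a list of the cells they kept with the library of each, and that list set both the cells and their fibre type here. The reads, the immunofluorescence and the Western blot were not used here.

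The matrix holds 27137 features, of which 27103 have their identifiers in the reference table of goat genes, and 17299 barcodes, of which 13051 were kept. The kept cells had between 729 and 172185 UMIs in CT-LCG and between 630 and 190503 in FT-LCG. With these depths, intervals of levels are exact Poisson intervals of the summed UMIs and intervals of shares are Clopper-Pearson intervals, both at 95% and for counting error only. A level of 0 allows up to 3 counts, and a share of 0 is given the limit of 3 counts of its cells. Since each fibre type has 1 library, no test between the types was run, no standard error is given, and no number of changed genes was counted.

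Counts were scaled to 10000 UMIs per cell and log-transformed. The 2000 most variable genes were chosen within each library and combined by rank, from genes with a UMI in at least 10 cells, leaving out the 152 genes the paper names. Values were scaled and limited to 10, and the first 10 principal components were corrected for the library with Harmony, which was written again in numpy after the published algorithm because the package was not installed. A shared nearest neighbour graph of 20 neighbours was clustered by the Leiden algorithm on modularity. Higher resolutions were viewed while the rule for the resolution stood fixed. Combinations of the fibroblast-like and immune-like clusters were also compared with the SDPC levels of Table 1, without a change to the match.

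Clusters were named from marker lists written before the data were examined, when at least 3 markers were detected with at least 10 UMIs each, the mean log2 fold of the markers was at least 1, and more of these markers than of any other list, at least 1, were among the 10 leading genes. This rule was revised more than once after the first names had been seen, so the names are descriptions. Clusters with fewer than 20 cells in either library were not ranked. For shares of cells with a UMI, cells were thinned to 1000 UMIs, and the endothelial-like cluster served as background for epithelial and hair genes and the granular layer-like cluster for the others.

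For CT-LCG against FT-LCG in the SDPC-matched cluster, the text names every gene of the paper's text and, among genes with at least 100 UMIs there, the 5 with the largest log2 ratio each way. The rule was written before the data were examined, although the values of Table 1 had been seen. The genes that differ between the libraries in every cluster fall outside this rule. Pseudotime was diffusion pseudotime on 10 diffusion components, in place of Monocle. Co-expression was the correlation of cluster profiles, in place of WGCNA. For the ribosomal protein genes with at least 50 UMIs, 10000 random lists were drawn. The pathway and module analyses were not run. The values of 1 gene that the paper names are not reported here.

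The alternatives were the named genes included, no Harmony, 20 PCs, 3000 variable genes, a resolution 0.3 higher, another seed, cells with at least 1000 genes, thinned cells, the mean over cells, sub-clusters, 10% free RNA subtracted, 5 or 15 diffusion components and limits of 0.8 and 0.95 on r. Those added later were the removal of the 5% of cells with the highest Scrublet scores (172 and 480 cells, since the caller marked 0), the match to the nearest cluster, the pooling with immune-like clusters and the DPC match at the higher resolution. The wording of the hair gene pattern was changed after its value had been seen.

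The steps other than the matching were tested on simulated data, each in a simulation of its own. In 1500 simulated cells of 6 clusters the clusters were recovered with an adjusted Rand index of 0.998. For the log2 ratio, 100% of 200 changed genes had the right sign with a median error of 0.123 in log2. For the matching, levels from 1 part of the real cells were matched by the other part under the same cluster labels, and 13 of 13 clusters were matched. That does not test the match of clusters that were rebuilt in another way, as those of the paper were here. Of 100 gene lists with no shift, 11% lay outside the percentiles 5 to 95, close to the 10% of chance. The values of these genes were drawn independently, so lists of genes that vary together were not tested. Thinning reduced the difference in shares that depth alone made from 9.38 to 0.926 percentage points, and simulated pseudotime had a Spearman rho of 0.813 with the true order.

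The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9.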

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

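The tests of the genes that differ in every cluster were chosen only after the result was seen, and so was the test of doublets within the T cell-like cluster alone, while the test of doublets over all immune-like cells was set before its result.

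The macrophage or dendritic-like, mast cell-like and T cell-like clusters together held 350 cells, a signal in cells that the paper does not name as a population. They made up 4.47% of the kept cells of CT-LCG (154 cells, 95% interval 3.81 to 5.22%) and 2.04% of those of FT-LCG (196 cells, 1.77 to 2.34%). Doublets of an immune cell and a keratinocyte would carry many keratin UMIs. The share of KRT1, KRT5, KRT10 and KRT14 UMIs reached 50% of the median of the basal and suprabasal epidermal-like cells in 27.4% of the immune-like cells, a value between those set for and against doublets. By cluster it was 50.3% of the macrophage or dendritic-like cells, 14.9% of the mast cell-like cells and 6% of the T cell-like cells. The value in the T cell-like cluster argues against doublets as the source of that cluster. For the macrophage or dendritic-like cluster, doublets, keratin RNA free in the droplets and keratin RNA inside these cells cannot be told apart, because each would raise the same UMIs. The Scrublet doublet caller marked 0 cells in both libraries, so it decides nothing here. The different shares in CT-LCG and FT-LCG rest on 1 library of each type, and a difference between the fibre types was not tested.

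In every ranked cluster, 11 genes were at least 4-fold apart between the libraries in the same direction, a signal in genes that the paper does not discuss. They were found among 9685 genes with at least 500 UMIs, with 0.05 UMIs per 10000 added to each level, and they were named after their values were seen. Higher in FT-LCG were LOC102180443 (382 UMIs in CT-LCG and 116025 in FT-LCG), LOC102184389 (498 and 15901), LOC102186914 (448 and 13700), LOC100860961 (130 and 11252) and PEBP1 (85 and 7603). Higher in CT-LCG were LOC108633164 (52755 and 10629), LOC108633505 (42271 and 3713), LOC102178422 (2844 and 67), LOC102182848 (2821 and 836), LOC102185917 (1968 and 282) and LOC108638630 (1406 and 390). A different mix of cell types would leave ratios near 0 within single clusters. Genes were also chosen by the same limits in 12 of the 13 clusters and read in the cluster left out. Over the 13 clusters left out, the smallest median log2 ratio of the 11 or 12 genes was 2.77 in size, and 144 of 145 ratios kept their direction. The 11 genes pass the limits in every cluster, so each choice held them and their ratios were fixed in advance. A gene beyond them was read in the outer root sheath or bulge-like cluster, at 0.747 in the direction of the other clusters. Another was read in the mast cell-like cluster, at -1.27, against that direction. Neither was 4-fold apart, so this reading cannot decide on a different mix of these clusters. A different mix of cells within each cluster was not tested. RNA released by 1 kind of cell would give a gene a much higher level in its source than elsewhere, and the median ratio of the highest to the lowest cluster level was 3.34, which argues against it for these genes as a set. For LOC108633505 that ratio was 12.3 and for LOC108633164 46.2, so for these genes free RNA stays open. Reads that were assigned differently because the goats carry different sequences at a gene or at its copies may also give such a pattern. Of the 11 genes, 90.9% had no settled name or were called pseudogenes, against 8.82% of the genes tested. This cannot be told apart from a true difference in expression without the reads, which were not used here. A difference between the goats or the fibre types, or between the library preparations, stays open and untested, since each fibre type has 1 library.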

How the results depend on the processing

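The alternatives were set before the data were examined, except the removal of the cells with the highest Scrublet scores, the match to the nearest cluster, the pooling with the immune-like clusters, the use of the DPC match at the resolution of 0.7 for pseudotime, co-expression and ribosomal genes, the shares of cells that were not thinned and the limit of at least 500 genes, which were chosen only after results were seen. The steps taken as a move for a correlation (0.05) and for a percentile (10) were also set after the values were seen.

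No paired analysis was possible because each fibre type has 1 library and nothing pairs the cells of the goats. The removal of cells that Scrublet marks could not be run, since it marked 0 cells. The limits on mitochondrial UMIs were not run, since the matrix holds no mitochondrial features. The comparison of the libraries within the fibroblast-like sub-cluster and within the sub-cluster with RGS5 was not run as an alternative, since they have 8 and 9 cells in CT-LCG. For COL1A1 alone, the ratios there are given under the other observations, as part of a test.

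The number of clusters (13 to 16) and the number of the paper's clusters whose match is also the nearest (7 or 8) stayed within 1.5 times their main value under every alternative run. So did the count of the 69 statements whose matched cluster is highest, at 29 to 42. Counts of this kind do not say which statements hold: with 20 PCs, 14 statements joined the 29 and 11 left them, and over all 12 settings 15 statements held in every one and 18 in none. A match with fewer than 20 cells in a library was not ranked and counts as not highest. This concerns 16 statements without Harmony, 3 with 3000 variable genes, 4 among cells with at least 1000 genes and 1 without the highest Scrublet scores. It is why 1 of the 29 was lost without Harmony and 2 among cells with at least 1000 genes. With such cases set aside, 17 statements held in every setting. Some statements are on Table 1 genes that also made the match, so the counts of statements are partly fixed by it.

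The number of cells kept in CT-LCG was 6102 with at least 200 genes per cell and 1824 with at least 1000, which follows from the limit itself. On linear UMIs per 10000 the correlation of the libraries was 0.889. Of the 7 cell types with a library named in Figure 1C, 4 had the larger share in that library, and 2 with 20 PCs and 2 with another seed. The cause was not tested.

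The log2 ratio of a matched cluster's share in FT-LCG over CT-LCG changed sign for 6 of the 7 cell types. Where the main intervals of the libraries did not overlap, it did so as follows. For the match of Cluster 6 it was 0.42 at the resolution 0.3 above the main one and 0.34 with another seed, for Cluster 1 it was -0.26 with the named genes included, and for Cluster 0 it was -0.36 with 20 PCs. For Cluster 10 it was 0.15 with 3000 variable genes, 0.52 at the higher resolution and 1.02 without the highest Scrublet scores. Where the intervals did overlap, it went from 0.11 for Cluster 7 to -0.92 with 20 PCs, -0.28 without the highest Scrublet scores and -0.06 at the higher resolution, and from 0.22 for Cluster 2 to -0.97 without Harmony, -2.36 with another seed and -0.61 without the highest Scrublet scores. The cluster that a population of the paper is matched to changed under these alternatives, so the shares are not of the same cells. Beside the first 7 of these values, 25 stayed within the counting interval and 24 moved, the values for Clusters 7 and 2 included.

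Subtracting free RNA left 4 of the 7 genes of Figure 10 in the paper's direction, with a log2 ratio of FT-LCG over CT-LCG of at least 2.13 for S100A8 and -3.12 for CCL27. The subtraction assumes 10% free RNA with the profile of all barcodes of a library, which was not measured. Within the sub-cluster with MLANA and ACTG2, COL1A1 was at -1.35, from 17 UMIs in CT-LCG and 29 in FT-LCG. LOC102171556 was at -1.44 without Harmony and -0.25 with 20 PCs, and KRT8 was at -0.44 without Harmony, each from 2 to 6 UMIs per library with overlapping intervals. The cause was not tested. Over the genes of Figure 10, 56 values stayed within the counting interval, 36 moved and 3 changed sign, and over the genes with the largest ratios 105 stayed, 25 moved and 3 changed sign.

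CXCL8 kept its direction under each of these alternatives but not its size. Its log2 ratio was 4.08, and it was 0.44 with another seed, 0.65 among cells with at least 1000 genes, 0.73 without Harmony, 0.80 with 3000 variable genes, 0.84 with the named genes included and 1.66 with 20 PCs. In these 6 cases the cluster held 5 to 7 CXCL8 UMIs of FT-LCG in place of 91, and the intervals of the libraries overlapped. The log2 ratio was 4.07 at the higher resolution, 4.16 without the highest Scrublet scores and 4.31 within the sub-cluster with MLANA and ACTG2. It was 7.08 after subtracting free RNA, 2.58 by the mean over cells and 2.47 with thinned cells. Within the sub-cluster with CXCL13 it was 0.75, and pooled with the immune-like clusters 0.37. The ratio thus depends on which few cells the clustering puts in the SDPC-matched cluster.

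Along pseudotime and by the rule used, 5 of 8 genes had the stated course over all cells without Harmony, in place of 3. KRT5 counts in both although it ended below bin 1. Over the DPC match at the higher resolution the count was 1 of 6, in place of 4. Of these 4, KRT35 and MT4 had too few UMIs for a course. The number of genes with an r of at least 0.9 was 480 for DPCs, 736 with the limit at 0.8 and 222 at the higher resolution. It was 280 for stromal cells and 175 at the higher resolution, and 279 for HFSCs and 466 with the limit at 0.8. A lower limit lets more genes pass by construction. For the ribosomal protein genes the percentile in FT-LCG was 0.4 with cells thinned to 1000 UMIs. At the higher resolution, where DPCs match other cells, it was 100 in CT-LCG and 100 in FT-LCG, in place of 6.15 and 13.3. That match was made mostly from ribosomal protein genes of Table 1, so these percentiles are not independent of it.

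Without thinning, 5 shares of cells with a UMI stayed within the counting interval and 13 moved. Depth limits what can be said of rare genes: FOXM1, SOX2, DKK1, ALX4, ESR1 and LHX2 had few UMIs in the clusters named for them, and a share of 0 in a cluster of about 50 cells still allows several percent.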

Differences from the paper's values

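The pooling with the immune-like clusters, the match to the nearest cluster, the removal of the cells with the highest Scrublet scores and the use of the DPC match at the resolution of 0.7 for pseudotime were chosen only after the values were seen.

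Table 1 gives the levels of 10 genes in each cluster. The clusters here were rebuilt and matched from these same levels, so the comparison is not independent of the match. Over the 7 clusters whose match was also the nearest, 8 of 70 levels were more than 1.5 times apart. The paper's value for KRT14 in Cluster 7 is 194.81, and the value here was 125, which came within 1.5 times the paper's under 4 of the 7 alternatives set before the data were examined (named genes included, 3000 variable genes, the higher resolution and cells with at least 1000 genes). For CST6 in Cluster 9 the paper's value is 792.65 against 385 here, within that range under 3 (the higher resolution, another seed and cells with at least 1000 genes). For KRT1 in Cluster 9 the paper's value is 107.72 against 166, within it under all 7. In Cluster 4, the paper's value for LOC102177275 is 179.90 against 82.6, within it only among cells with at least 1000 genes, and that for KRTDAP is 84.74 against 54.3, within it only without Harmony. For HSPB1 the paper's value is 75.44 against 39.0, within it with 20 PCs and among cells with at least 1000 genes. For ACTG1 it is 103.55 against 66.7, within it under 4 (named genes included, no Harmony, 20 PCs and cells with at least 1000 genes), and for LGALS7 110.19 against 71.4, within it under 5 (these 4 and 3000 variable genes). Under the others of these 7 alternatives each of these levels stayed more than 1.5 times apart.

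Shares of cells are of all kept cells of a library, 3443 in CT-LCG and 9608 in FT-LCG, in the cluster matched to each population, which is not the authors' assignment. The paper's text does not state the total that its shares in Fig. 1C refer to, so the 2 sets of shares are not known to be the same quantity. In CT-LCG the paper's share of dermal sheath cells is about 43% in Fig. 1C, read by eye, and 1.92% here. Its share of epidermal stem cells is about 22% in Fig. 1C, read by eye, and 12.0% here, and that of HFSCs about 22% in Fig. 1C, read by eye, and 3.54% here. In FT-LCG the paper's share of DPCs is about 22% in Fig. 1C, read by eye, and 0.489% here (3.13% at the resolution of 0.7), and that of dermal stem cells about 20% in Fig. 1C, read by eye, and 6.78% here. These 5 were more than 1.5 times apart under all 7 alternatives set before the data were examined. The share of epidermal cells in FT-LCG is about 12% in Fig. 1C, read by eye, and 1.19% here. It was within 1.5 times with the named genes included (15.3%), with 20 PCs (8.27%), with 3000 variable genes (15.3%) and at the higher resolution (13.1%), and not without Harmony, with another seed or among cells with at least 1000 genes.

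The paper's statements on which population a gene is high in gave 69 pairs, and in 29 of them the matched cluster was the highest, among them KRT14 and KRT5 for epidermal stem cells, CD34 for skin stem cells, and COL1A1, COL1A2, COL3A1, VCAN and ACTA2 for SDPCs. Some pairs use genes of Table 1 that made the match, KRT14, KRT5 and COL1A1 among them, so the count is not independent of it. In the pairs that follow another cluster was higher by the mean of the libraries, in UMIs per 10000. For epidermal, dermal sheath, dermal fibroblast, inner root sheath and outer root sheath cells and DPCs, the one-to-one match was not the nearest cluster. For DPCs the match was at a distance of 1.14 and the nearest cluster at 0.538. Pairs that rest on these matches cannot tell a poor match from a difference from the paper. For epidermal cells, this held for DKK1 (0.207 in the T cell-like cluster, 0 in the match). For dermal sheath cells, this held for BMP2 (0.991 in the TRPV3-led cluster, 0.0419 in the match). For dermal stem cells, this held for SOX2 (0.0305 in the fibroblast-like cluster, 0.00588 in the match). For HFSCs, this held for ITGA6 (1.90 in the endothelial-like cluster, 1.53 in the match), CCL21 (20.3 in the endothelial-like cluster, 0.0161 in the match), GNG11 (15.5 in the endothelial-like cluster, 0.0721 in the match) and TFPI2 (32.9 in the endothelial-like cluster, 2.00 in the match). For skin stem cells, this held for ITGB1 (3.95 in the fibroblast-like cluster, 3.25 in the match). For DPCs, this held for CTNNB1 (3.62 in the TRPV3-led cluster, 1.24 in the match), KRT35 (15.0 in the cycling cluster, 0.387 in the match), KRTAP11-1 (13.2 in the largest cluster, 0.318 in the match), LOC102184693 (2.53 in the cycling cluster, 0.106 in the match), KRTAP3-1 (5.03 in the largest cluster, 0.0427 in the match), MT4 (9.93 in the largest cluster, 0.401 in the match), HOXC8 (0.377 in the fibroblast-like cluster, 0.0207 in the match), RSPO1 (0.347 in the fibroblast-like cluster, 0 in the match), RPS2 (69.5 in the cycling cluster, 53.4 in the match), RPLP0 (67.5 in the cycling cluster, 54.2 in the match), RPL32 (67.4 in the LY6D-led cluster, 51.7 in the match), RPS12 (99.2 in the cycling cluster, 78.4 in the match) and ESR1 (0.161 in the fibroblast-like cluster, 0 in the match). For dermal fibroblast cells, this held for VIM (103 in the macrophage or dendritic-like cluster, 0.536 in the match) and COL1A1 (60.3 in the fibroblast-like cluster, 0.0700 in the match). For inner root sheath cells, this held for CDIP1 (0.183 in the fibroblast-like cluster, 0.0210 in the match), CDS1 (0.623 in the TRPV3-led cluster, 0.154 in the match) and FOXN1 (0.258 in the largest cluster, 0.0656 in the match). For outer root sheath cells, this held for DOCK6 (0.510 in the endothelial-like cluster, 0.0802 in the match) and KRT19 (6.48 in the outer root sheath or bulge-like cluster, 0.0365 in the match). For stromal cells, this held for ITGA6 (1.90 in the endothelial-like cluster, 0.669 in the match). For keratinocytes, this held for KRT6A (18.7 in the outer root sheath or bulge-like cluster, 1.81 in the match). For epidermal stem cells, this held for CCL27 (17.8 in the macrophage or dendritic-like cluster, 17.3 in the match), ADIRF (14.6 in the endothelial-like cluster, 9.36 in the match) and LY6D (19.9 in the LY6D-led cluster, 17.5 in the match). For stromal and outer root sheath cells, this held for KRT10 (356 in the granular layer-like cluster, 148 and 351 in the match). For HFSCs and DPCs, this held for VIM (103 in the macrophage or dendritic-like cluster, 1.28 and 70.1 in the match) and CLEC3B (30.7 in the fibroblast-like cluster, 0.0654 and 0.132 in the match). For SDPCs, this held for S100A4 (84.4 in the T cell-like cluster, 56.6 in the match), VIM (103 in the macrophage or dendritic-like cluster, 62.6 in the match) and NFKBIA (48.4 in the macrophage or dendritic-like cluster, 9.25 in the match).

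Other settings placed more of these genes highest in the matched cluster. At the resolution of 0.7 this was so for BMP2, VIM for dermal fibroblast cells, CCL27, KRT10, KRT35, KRTAP11-1, LOC102184693, KRTAP3-1, MT4, RPS2, RPLP0, RPL32 and RPS12. With 20 PCs it was so for BMP2, CCL27, KRT10, KRT35, KRTAP11-1, LOC102184693, KRTAP3-1, MT4, RPS2, RPLP0, RPL32, RPS12 and S100A4. With 3000 variable genes these were CCL27, LY6D, KRT10, KRT35, LOC102184693, MT4, RPLP0, RPS12 and S100A4, and with the named genes included ITGA6 for HFSCs, CCL27, KRT10, KRT35, KRTAP11-1, LOC102184693, KRTAP3-1, MT4 and RPS12. Without Harmony they were FOXN1, DOCK6, CCL27, KRT10 and S100A4, with another seed BMP2, VIM for dermal fibroblast cells and KRT10, and among cells with at least 1000 genes CDS1, FOXN1, CCL27 and KRT10. Cells thinned to 1000 UMIs gave SOX2, ITGB1 and CCL27, and the mean over cells ITGB1 and CCL27. The match to the nearest cluster, chosen after seeing the values, gave FOXN1, KRT10, KRT35, LOC102184693, RPS2, RPLP0 and RPS12 and lost 1 of the 29. The removal of the highest Scrublet scores, also chosen after seeing the values, gave CCL27, KRT10, KRT35, LOC102184693, MT4, RPS2, RPLP0, RPL32, RPS12 and S100A4 and lost 1 of the 29. In 18 of the 69 pairs no setting run placed the gene highest in the matched cluster. At the resolution of 0.7, VIM for dermal fibroblast cells counts because Cluster 0 matched the macrophage or dendritic-like cluster. That match was at a distance of 0.738, and the nearest cluster was at 0.279. With another seed Cluster 0 matched a cluster of 35 CT-LCG and 114 FT-LCG cells, also at 0.738. These cases of VIM thus do not bear on the paper's statement.

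Of the 8 genes given a course over all cells, 3 had it here by the rule used, KRTAP11-1, TCHH and KRT5. KRT5 counts by a rho of 0.212, but it ended at 3.64 in bin 10, below 6.94 in bin 1. Its rise was thus not sustained. The paper has KRTDAP and S100A8 rise and then fall, and here KRTDAP was highest in bin 10 and S100A8 in bin 1. It has RPS7, RPL3 and RPL5 rise, and here their Spearman rho with the bin number was -0.103, -0.321 and -0.370. Without Harmony 5 of the 8 had the stated course by this rule, KRTAP11-1, TCHH, S100A8, KRT5 and RPS7. There KRT5 went from 7.08 in bin 1 to 4.79 in bin 10, with a rho of 0.127. RPS7 was at 4.06 in both bins, with a rho of 0.139. With 5 diffusion components the count was 2, TCHH and KRTDAP, and with 15 it was 3, KRTAP11-1, TCHH and S100A8. The rho of KRT5 was -0.612 with 5 and -0.0182 with 15. Over the T cell-like cells matched to DPCs 4 of 6 genes had it by the rule used, but KRT35 and MT4 among them had 4 and 7 thinned UMIs, too few for a course, which leaves KRT14 and KRT1. Over the DPC match at the resolution of 0.7 it was 1 of 6, KRT14. Over the SDPC-matched cells it was 5 of 7, with NFKB1 among them from 16 thinned UMIs, where CXCL8, which the paper has fall, had a rho of 0.322, also from 16. Without Harmony it was 6 of 7, with CXCL8 at a rho of -0.0674, although CXCL8 was highest in bin 10.

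The paper names CXCL8 as a gene of SDPCs, and CXCL8 was highest here in the macrophage or dendritic-like cluster under both resolutions used, at 68.5 UMIs per 10000 against 0.734 in the SDPC-matched cluster. COL1A1, the other gene the paper takes as a marker there, was highest in the SDPC-matched cluster, as given above. In the SDPC-matched cluster all 7 genes of Figure 10 named in the text went in the paper's direction, although CD74 rests on 7 UMIs and the size of the CXCL8 ratio on few cells.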

Other observations

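The tests of the mix of cell types for CXCL8 and CD74, of the mix of sub-clusters for COL1A1, of the clusters of nearly 1 library without Harmony, of CXCL8 and COL1A1 in 1 cell type and of the order of the pooled cells were chosen only after the result was seen, while those of free RNA for the hair genes, of free RNA for IGF2 and of the largest cluster were set before.

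With the SDPC-matched cluster pooled with the immune-like clusters, CXCL8 and CD74 were higher in FT-LCG. A different mix of cell types in the libraries is a candidate explanation: the macrophage or dendritic-like cells, which hold most of these UMIs, numbered 35 in CT-LCG and 114 in FT-LCG, and within their cluster CXCL8 had a log2 ratio of FT-LCG over CT-LCG of -1.78. The result was known when the test was chosen, and a difference between the goats within each cell type stays open.

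CXCL8 and COL1A1 are both taken as genes of SDPCs. After thinning, 3.16% of the 95 pooled cells with a COL1A1 UMI had a CXCL8 UMI (3 cells, 95% interval 0.656 to 8.95%), against 17.1% of the 457 without one (78 cells, 13.7 to 20.8%). These values argue against 1 cell type that carries both transcripts as the main source of CXCL8 in these cells. They concern RNA, not the proteins stained in the paper.

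COL1A1 was higher in FT-LCG in the SDPC-matched cluster, and the fibroblast-like sub-cluster, which holds most of its UMIs, had 8 cells in CT-LCG and 31 in FT-LCG. With the sub-clusters weighted alike in both libraries, the log2 ratio was 0.25. By sub-cluster it was 0.14 in the fibroblast-like one, 1.67 in the one with CXCL13, -1.35 in the one with MLANA and 0.79 in the one with RGS5. A different mix of sub-clusters and a difference within them cannot be told apart, because these ratios go both ways and 2 of the sub-clusters have 9 and 8 cells in CT-LCG.

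RNA from other cells in the droplets was weighed for the genes the paper gives as higher in CT-LCG. For TCHH with the hair cortex and inner root sheath markers, the median log2 ratio in the endothelial-like cluster, which should lack them, was 0.45, with 4 of 8 genes higher in CT-LCG. In the SDPC-matched cluster the median was 0.05, with 4 of 9 higher in CT-LCG. The genes thus were not higher in CT-LCG as a set. By shares of cells with a UMI, TCHH and S100A8 went the way free RNA would. After thinning, TCHH was in 42.6% of the endothelial-like cells of CT-LCG and 11.7% of those of FT-LCG, beside 25% and 11.1% of the SDPC-matched cells, and S100A8 in 31.9% and 0.730%, beside 19% and 0.794%. Summed UMIs of TCHH in the endothelial-like cells went the other way, with 78 in 40 of 55 cells of CT-LCG and 7005 in 40 of 155 cells of FT-LCG, a log2 ratio of 4.33. Free RNA thus stays open as a source of TCHH and S100A8 in the SDPC-matched cells. IGF2 in CT-LCG was at 0.00304 UMIs per 10000 in the granular layer-like cluster, from 2 UMIs, at 4.42 in the endothelial-like cluster and at 11.3 in the SDPC-matched cluster. Free RNA would reach all kinds of cells, so the first value argues against it as the source of IGF2. A difference between the goats stays open and was not tested.

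The largest cluster had few UMIs per cell and carried hair shaft and inner root sheath genes together. Droplets of low RNA content that carry RNA from other cells would resemble the barcodes the authors did not keep. The lower of the libraries' correlations across genes between this cluster and those barcodes was 0.973, that of FT-LCG, and in CT-LCG it was 0.993. The next highest cluster was at 0.976 in CT-LCG and 0.971 in FT-LCG. The values went the way set for this explanation in both libraries, but the margin in FT-LCG is small. Cells with little RNA of their own cannot be told apart from such droplets, because they too would fall under the limit on genes.

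Without Harmony, a cluster of 22 CT-LCG and 1990 FT-LCG cells and a cluster of 1360 and 102 cells appeared. With Harmony, 87.7% of their cells fell in 1 cluster, the largest, with 94.5% of the first and 78.3% of the second. A difference between the libraries and a difference in the cells of the goats cannot be told apart by this, since Harmony mixes the libraries by design. The rule for such clusters, at least 1000 cells and shares more than 10 times apart, was set after they had been seen. Smaller clusters with shares that far apart were not part of the 87.7%: of 285 CT-LCG and 21 FT-LCG cells, 97.1% fell with Harmony in the unnamed cluster led by TRPV3, and of 66 and 18 cells 97.6% in the mast cell-like cluster.

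In the order of the pooled cells, COL1A1 came early and SRGN, NFKB1 and RGCC late. Immune-like cells made up 0 of the cells in bins 1 to 4, 92.7% in bin 5 and 100% in bin 10. This is consistent with an order that runs from fibroblast-like to immune-like cells and not along 1 lineage.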
